# Coordination of the maize transcriptome by a conserved circadian clock

**DOI:** 10.1186/1471-2229-10-126

**Published:** 2010-06-24

**Authors:** Sadaf Khan, Scott C Rowe, Frank G Harmon

## Abstract

**Background:**

The plant circadian clock orchestrates 24-hour rhythms in internal physiological processes to coordinate these activities with daily and seasonal changes in the environment. The circadian clock has a profound impact on many aspects of plant growth and development, including biomass accumulation and flowering time. Despite recent advances in understanding the circadian system of the model plant *Arabidopsis thaliana*, the contribution of the circadian oscillator to important agronomic traits in *Zea mays *and other cereals remains poorly defined. To address this deficit, this study investigated the transcriptional landscape of the maize circadian system.

**Results:**

Since transcriptional regulation is a fundamental aspect of circadian systems, genes exhibiting circadian expression were identified in the sequenced maize inbred B73. Of the over 13,000 transcripts examined, approximately 10 percent displayed circadian expression patterns. The majority of cycling genes had peak expression at subjective dawn and dusk, similar to other plant circadian systems. The maize circadian clock organized co-regulation of genes participating in fundamental physiological processes, including photosynthesis, carbohydrate metabolism, cell wall biogenesis, and phytohormone biosynthesis pathways.

**Conclusions:**

Circadian regulation of the maize genome was widespread and key genes in several major metabolic pathways had circadian expression waveforms. The maize circadian clock coordinated transcription to be coincident with oncoming day or night, which was consistent with the circadian oscillator acting to prepare the plant for these major recurring environmental changes. These findings highlighted the multiple processes in maize plants under circadian regulation and, as a result, provided insight into the important contribution this regulatory system makes to agronomic traits in maize and potentially other C4 plant species.

## Background

Plants match their physiology to daily and seasonal environmental changes through the circadian clock, an internal timekeeping mechanism that regulates a wide range of plant behavior. Overt circadian rhythms in plants include rhythmic leaf movements, stomatal conductance, and growth [1]. Rhythms are maintained with a period of approximately 24 hours in the absence of environmental cues and over the normal range of ambient temperatures. The circadian system enables plants to anticipate and synchronize their physiology to the recurring environmental changes brought on by day and night. The consequence of proper clock and environment synchronization is optimized fitness [2,3]. Beyond the daily control of plant biology, circadian rhythms also allow plants to track seasonal change according to day length, or photoperiod [4,5]. The interplay of the circadian clock and photoperiod allows photoperiod sensitive plants to initiate floral development in accordance with the season [6,7]. Thus, the circadian clock is an endogenous timer that maintains normal plant biology on both daily and seasonal timescales.

The circadian clock is best described in the model plant *Arabidopsis thaliana*. Arabidopsis mutants with impaired clock function show reduced fitness arising from mismatch between internal rhythms and external environmental conditions [8,9]. In addition, many circadian clock mutants exhibit alterations in flowering time associated with defects in day length perception [10]. At the molecular level, Arabidopsis circadian physiology requires the products of so-called core clock genes, whose mutation widely disrupts circadian physiology [11]. The core clock proteins regulate expression of one another in a network of feedback loops [12]. The myb-like transcription factors CCA1 and LHY directly control *TOC1*, *PRR7*, and *PRR9 *expression [13,14]. In turn, these pseudoresponse regulators define the expression patterns of CCA1 and LHY. In addition, the TCP transcription factor CHE serves as a transcriptional regulator of *CCA1 *[15]. Additionally, the clock-specific photoreceptor and F-box protein ZTL controls TOC1 function through 26S proteasome-mediated protein degradation of TOC1 at night [16,17]. The core circadian oscillator also requires the activity of ELF3 and LUX in the evening [18,19]. This regulatory network generates phase-specific 24-hour oscillations in each core clock gene, with the state of the overall system reflecting time of day.

Orthologs of circadian clock components in plants outside of Arabidopsis have been best characterized in rice [20] and *Lemna *[21]. The rice genome encodes single orthologs of CCA1 and GI, but two potential orthologs of ZTL. In addition, rice possesses five unique PRR orthologs, including a clear ortholog of TOC1 [22]. Overexpression of these rice orthologs in Arabidopsis modifies circadian rhythms, which is consistent with the function of these proteins being conserved between rice and Arabidopsis [20]. In addition, rice *TOC1 *and *PRR7 *partially complement the corresponding Arabidopsis *toc1 *and *prr7 *mutants [23]. Circadian clock related genes have also been described in two species of the monocot *Lemna*, including *LHY*, *GI*, *ELF3*, *TOC1*, and the other *PRRs *[21]. Knockdown and overexpression of *LHY*, *ELF3*, and *GI *in *Lemna *suggest the topology of the *Lemna *circadian system is conserved with Arabidopsis and rice [24].

Genome-wide expression assays have revealed details behind circadian clock regulation of overt plant physiology. In Arabidopsis, the core oscillator genes are only a fraction of the genes showing cyclic expression in constant conditions. Whole genome transcriptional profiling demonstrates that the steady state transcripts of ~30% of Arabidopsis genes cycle every 24 hours in constant conditions [25,26]. Clock controlled phasing of these cyclic genes throughout a day activates or represses metabolic and signal transduction pathways, thereby yielding macroscopic circadian rhythms in plant physiology. Genes involved in related pathways share timing of peak expression; for example, genes encoding enzymes in secondary metabolite biosynthesis, nutrient assimilation, and hormone signaling are co-regulated by the circadian clock [27-29].

Approximately half of the world's grass species employ C4 photosynthesis, including the food crops maize, sugarcane, and sorghum, as well as the potential biofuel crops switchgrass and *Miscanthus*. C4 plants capture CO_2 _as the 4-carbon compound oxaloacetate in specialized mesophyll cells and the newly captured carbon is then transported into adjacent bundle sheath cells to enter the Calvin cycle through the action of Rubisco. Primary carbon fixation in C3 plants like Arabidopsis occurs in mesophyll cells through Rubisco-mediated incorporation of CO_2 _into the 3-carbon compound 3-phosphoglycerate. Direct CO_2 _capture by Rubisco reduces the photosynthetic efficiency of C3 plants because photosynthetic rate is limited both by CO_2 _diffusion from the atmosphere and by photorespiration that increases at low CO_2 _concentrations and high temperatures. The physical partitioning of CO_2 _capture and the Calvin cycle in C4 plants improves photosynthetic efficiency under low CO_2 _concentrations and reduces photorespiration by Rubisco at high temperatures and low CO_2 _concentrations. As a consequence, C4 crop plants assimilate biomass more efficiently than C3 plants at the high temperatures typical of agricultural settings [30].

Previous studies have shown the circadian clock serves to coordinate expression of genes encoding the photosynthesis apparatus in plants that carry out C3 photosynthesis [28]. The circadian system of C4 plants remains uncharacterized. Therefore, examination of the maize circadian system is fundamental to understanding the impact of circadian regulation on C4 photosynthesis, as well as the many other areas of maize metabolism where circadian rhythms are important. In this study, transcriptional profiling revealed the maize circadian transcriptome and this provided an initial characterization of the aspects of maize physiology under circadian clock influence.

## Results and Discussion

### Widespread circadian regulation of the maize transcriptome

To map the maize circadian transcriptome, mRNA levels in the aerial tissues of week-old maize B73 plants were determined by transcriptional profiling with the Affymetrix GeneChip^® ^Maize Genome Array. 

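The arrays analysed here cover ZT0, ZT4, ZT8, ZT20, ZT24, ZT28, ZT32, ZT36, ZT40 and ZT44 in constant light, with 1 array per time point, and the arrays of ZT12 and ZT16 were not analysed here. Each array carried cRNA from 3 pooled replicates of 5 B73 seedlings. A time point therefore has a single value and no spread between replicates, and the standard errors given for genes come from the scatter of the 10 arrays around a fitted curve. The values the authors deposited are MAS5 signal intensities on a linear scale, whereas the waveform analysis of the paper used RMA values of these hybridizations. Of 17734 probe sets, 113 control probe sets were left out. The median signal per array ran from 187.6 at ZT4 to 213.5 at ZT44, and between 68.9% and 70.0% of the probe sets of an array reached a signal of 50. In log2 terms the medians differed by 0.19, so the log2 values were quantile normalized. The 12512 probe sets with a signal of at least 50 on at least 3 arrays were fitted with limma to a cosine and sine of 24 h plus a linear change over the course. Peak times are given in h of zeitgeber time as the time of the fitted maximum, amplitudes are the fitted difference between peak and trough in log2, and p-values from the moderated F-test of the cosine and sine terms were adjusted by the Benjamini-Hochberg method. The copy of Table S1 used here holds the first 1999 of its 7739 rows. Over 1910 probe sets found in both, the median correlation between the MAS5 and RMA profiles was 0.904.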

The B73 inbred is widely used and is the source material for the complete maize genome sequence [31]. Young plants were chosen as the experimental model because at this developmental stage all the tissues of the plant were easily sampled at once, unlike older maize plants that were too large to sample whole. Plants were exposed to 12 h light:12 h dark photocycles to set the circadian clock and then transferred to LL conditions for 48 additional hours. While in LL, aerial tissue was harvested every 4 hours and transcript levels in three pooled replicate samples were determined for the 13,339 maize genes represented on the microarray. The genes on this microarray account for approximately 41% of the entire maize genome, as the maize genome is predicted to have over 32,540 protein-encoding genes [31]. Consequently, the genes with circadian expression identified here may represent nearly half of the number of predicted maize genes with rhythmic expression.

Following preprocessing and normalization of the raw hybridization values, genes on the array exhibiting circadian waveforms were identified by two well-established methods known as COSOPT and HAYSTACK [26,32]. COSOPT is a method that fits gene expression profiles to a series of modified cosine models, with the agreement between the experimental data and the model reported by the MMC-β value [32]. Lower values of MMC-β indicate a better fit to the cosine model. 952 genes were considered to exhibit a circadian waveform based on a MMC-β cutoff value of ≤ 0.05 (Figure 1A), which is a cutoff established by previously published reports for analogous circadian datasets in Arabidopsis and mouse [25,26,28,33,34]. 

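A scan patterned on this step selected 23 of 63 probe sets of Table 2, among them 1 of the carbonic anhydrase probe sets and those for FBAase1, PSY, BCH1, CAT3, CESA4 and GI1A. It was run on the unlogged, quantile-normalized signals of the 10 arrays. Each profile was detrended linearly and compared with 101 cosine models with periods from 20 to 28 h, and p-values came from 1000 permutations of the time points, as the MMC-β statistic itself was not computed. At a permutation p of at most 0.05, 1148 of 12512 probe sets fitted a cosine, and 99 random orders of the detrended values, added after the data were examined, gave between 161 and 1421, with a median of 622. After Benjamini-Hochberg adjustment of the permutation p the number was 0, which is partly set by the 1000 permutations, as they limit how small a p can be. The probe sets selected by this scan alone had a median ratio of highest to lowest signal of 1.46.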

The HAYSTACK tool identifies rhythmic waveforms by determining the agreement between expression profiles and a collection of models, which represent different types of potential circadian expression patterns [35]. The degree of correlation between model and experimental waveforms is determined by Pearson's correlation coefficient, where an exact match corresponds to PCC = 1.0. Maize transcripts with expression patterns matching a model with a PCC value of 0.7 or greater were considered to have a circadian rhythm. Based on this criterion, HAYSTACK analysis called 702 transcripts as exhibiting a circadian rhythm (Figure 1A). 

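From Table 2, 19 of 63 probe sets were selected when model matching was applied to the 10 arrays. They include those of the clock genes GI1A, PRR7 and LUX, of COL1, and of AAH, ZEO and BCH1, which Table 2 lists under carotenoid biosynthesis. The thresholds were those of the paper, a correlation of at least 0.7, a 2-fold range, a signal of 50 and p of at most 0.05, and the models were cosine, spike and box shapes at 24 phases. The models of the original tool are not listed in the text of the paper, so the model shapes were set for this comparison. In all, 684 of 12512 probe sets were selected. Those selected by matching alone had a median ratio of highest to lowest signal of 2.42, with signals under 50 counted as 50. The required 2-fold range partly sets this ratio.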

PCC values of 0.7 or greater consistently selected good matches between models and experimental waveforms, but this cutoff is more relaxed than the 0.8 value applied previously for a large collection of Arabidopsis time courses [26].

**Figure 1:**
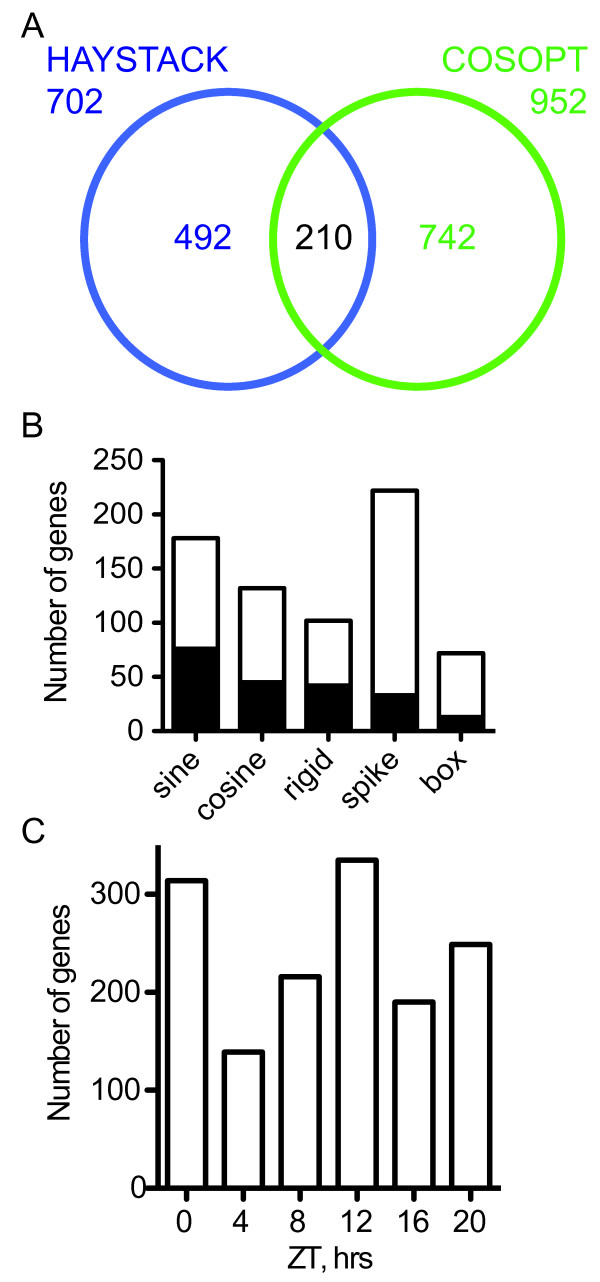
**A large fraction of maize genes exhibited circadian expression patterns and expression occurred at all phases**. A) Venn diagram of the overlap between transcripts found to have circadian waveforms by HAYSTACK (blue) and COSOPT (green). Union is shown in black. B) Waveforms of overlapping (black bars) and unique (white bars) cycling probe sets identified by HAYSTACK compared to those found by COSOPT. C) The majority of maize transcripts were preferentially expressed at morning (ZT0) or midnight (ZT12).

Comparing the genes called rhythmic by COSOPT and HAYSTACK revealed that the two methods had 210 genes in common (Figure 1A), a proportion similar to that described for Arabidopsis circadian expression datasets [26]. COSOPT identified almost twice as many unique rhythmic transcripts as found by HAYSTACK. This outcome was unexpected, since HAYSTACK has the potential to match a larger diversity of waveforms [35] and HAYSTACK has been shown to identify a larger proportion of rhythmically expressed transcripts in Arabidopsis datasets, most notably those with expression patterns in the spike class [26]. 

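FBAase1, ZEO, BCH1, CAT3, AMY3 and GI1A and 1 of the PSY probe sets, 7 of the 63 probe sets of Table 2, were selected by both the cosine scan and model matching. In all, the selections share 150 probe sets, where independent lists of these sizes would share 62.8. Probe sets unique to the cosine scan numbered 998 and those unique to model matching 534. Shared probe sets had a median ratio of highest to lowest signal of 2.62. Both selections use the same 10 arrays, so their overlap is not a repeat of the experiment.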

Not surprisingly, HAYSTACK appeared to favor maize genes showing the spike and box waveforms over other waveform classes, like cosine that COSOPT was designed to find (Figure 1B). Thus, under these standard cutoffs COSOPT was more sensitive than HAYSTACK in finding transcripts that match a cosine waveform. Furthermore, the cosine waveform appeared to be the dominant pattern of expression in maize seedlings under LL conditions.

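Among the probe sets selected by model matching, the best model was a spike for 284 (41.5%), a cosine for 268 (39.2%) and a box for 132 (19.3%). For those that the cosine scan did not select, the numbers were 235, 178 and 121. Spike and box models extend 6 h to each side of the peak.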

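When each probe set selected by the cosine scan was given its best model, 574 (50.0%) fitted a cosine better than a spike or a box, 375 (32.7%) a spike and 199 (17.3%) a box. With samples 4 h apart, a spike or a box rests on few time points.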

Collectively, COSOPT and HAYSTACK indicated 1,444 transcripts, or ~10% of the expressed genes on the microarray showed rhythmic expression (Additional file 1 Table S1); therefore, a substantial part of the maize transcriptome is subject to regulation by the circadian clock. 

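The probe sets with the lowest p over the 24-h curve, of which 5 of 10 have a match or a function, were a DNAJ heat shock protein (GRMZM2G399136), a match of an F-box protein (GRMZM2G104882), a gene related to a peroxisomal membrane protein (GRMZM2G001724), a match of EDA14 (GRMZM2G121785) and a protein of unknown function (GRMZM2G138258). The DNAJ gene had an amplitude of 2.25 (standard error 0.31), with a signal of 1520 at ZT8 and 136 at ZT20 and a peak at 9.2 h. The amplitudes of the others were 0.65, 1.56, 0.80 and 0.56 (standard errors 0.10, 0.24, 0.12 and 0.09), and their peaks lay at 18.6, 5.0, 11.0 and 22.3 h. None passed limma's F-test after adjustment: 0 of 12512 probe sets had an adjusted p of at most 0.05, and the lowest adjusted p was 0.223. Without adjustment, 1385 (11.1%) had p of at most 0.05, a number reached by 16 of 100 orders of the time points, the real one included (3 of 100 when the linear change keeps the real times, both tests added after the result was seen), and 758 had it without the ZT8 array. The cosine scan or model matching selected 1682 (13.4%), of which 827 are among those at an unadjusted p of at most 0.05. Simulated profiles with an amplitude of 1 in log2 were recovered in 66.9% of cases with these 10 arrays and those with an amplitude of 2 in 93.9%. The simulated profiles were exact cosines with noise independent between probe sets and no linear change. These rates therefore need not hold for the measured profiles, and the DNAJ gene with its amplitude of 2.25 was not called. The number called is 1 with an offset between the days in place of the linear change. It is 42 with only the arrays from ZT24 on, fitted without the linear change. From the transcripts selected by COSOPT and HAYSTACK together, the paper concludes that a substantial part of the maize transcriptome is regulated by the circadian clock.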

Genes in this collection included known maize circadian clock-regulated transcripts such as putative maize flowering time genes *gi1A *and *conz1 *[36], the well-established circadian clock-regulated gene *cat3 *[37], and several *lhcb *genes [38] (Additional file 2 Figure S1). 

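The lhcb genes encode chlorophyll-binding proteins of the light-harvesting antenna. GRMZM2G351977 ranged from a signal of 8800 at ZT40 to 12700 at ZT4, with an amplitude of 0.30 (standard error 0.09) and a peak at 6.3 h. GRMZM2G033885 had an amplitude of 0.21 (standard error 0.10) and a peak at 4.5 h, and GRMZM2G155216 an amplitude of 0.17 (standard error 0.06) and a peak at 8.3 h. limma's adjusted p was 0.358, 0.555 and 0.474 over all probe sets, and 0.0475, 0.183 and 0.115 when adjusted over the list alone. Of the probe sets that the held part of Table S1 marks as cycling, 1349 were tested, and 553 (41.0%) had an unadjusted p of at most 0.05. The fitted peak lay within 4 h of the phase the paper assigned for 1146 (85.0%), against 33.3% for random phases. These probe sets were chosen by the paper on the same hybridizations, so these counts are not independent evidence.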

Assuming a maize genome of 32,540 genes [31], the full circadian transcriptome of maize potentially represents a minimum of 3,254 genes. This degree of clock regulation is comparable to that observed in Arabidopsis with a partial genome array [28] and in other model systems like *Drosophila melanogaster*, *Neurospora crassa*, and *Mus musculus *[39].

### Preferential expression of maize circadian gene expression at dawn and dusk

A fundamental role of the clock is to anticipate day and night; as a result, the majority of circadian gene expression in Arabidopsis, rice, and poplar is timed, or phased, to precede or coincide with these recurring environmental shifts [26,28]. To determine whether the maize circadian transcriptome was similarly organized, the cycling maize transcripts were sorted into six phase bins based on expression waveform. The six phase bins were distributed in 4-hour intervals throughout the 24-hour subjective day: dawn (ZT0 hours), midday (ZT4), late day (ZT8), dusk (ZT12), midnight (ZT16), and early morning (ZT20). K-means clustering successfully placed all transcripts into one of these six phase bins (Additional file 3 Figure S2), with the exception of four outliers. As expected, rhythmically expressed transcripts were preferentially phased to the transitions into or out of subjective day (Figure 1C). This distribution was significantly different from that expected by chance, as assessed by χ^2 ^testing (χ^2 ^= 109.83, P(χ^2^) = 4.45 × 10^-22^, df = 5, α = .05). 

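Genes peaking around dawn include CESA4 and those around dusk GI1A, among the probe sets with an unadjusted p of at most 0.05. As no probe set was called after adjustment, this set was chosen after seeing that result. Of its members, 50.3% peaked in the 4-h intervals around ZT0 or ZT12. These intervals were also the most frequent among all 12512 probe sets tested, whatever their p. They held 2485 fitted peaks around ZT0 and 2504 around ZT12, and the share has to be read against these counts. The share depended on how the peak was assigned: it was 55.7% with K-means clustering into 6 groups and 42.3% when the time of day with the highest mean was taken. Without the ZT8 array it was 34.6%. As arrays at ZT12 and ZT16 were not analysed here, these intervals are covered only by ZT36 and ZT40, on the second day.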

The single largest phase bin was ZT12 with 335 of cycling genes, followed by ZT0 encompassing 314 transcripts (Figure 1C). 

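FCA (peak at 13.9 h), PHOT1 (13.4 h), GI1A (10.7 h) and CAT3 (10.6 h) lie in the ZT12 interval, and CESA4 (1.1 h) and 1 of the probe sets of UDPase (0.9 h) in the ZT0 interval. The interval around ZT12 held 362 of the probe sets at an unadjusted p of at most 0.05 and that around ZT0 held 335, with median amplitudes of 0.54 and 0.52. K-means placed 334 at ZT12 and 438 at ZT0. No chi-square test was made, because the probe sets are not independent of each other.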

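BCH1 (peak at 21.6 h), PSY (20.7 h, on 1 of its probe sets), the Calvin cycle ketolase (21.4 h) and CSLD3 (20.2 h) peaked in the interval around ZT20, which contained 227 probe sets with an unadjusted p of at most 0.05. It had the lowest median amplitude of the 6 intervals, 0.46 in log2. Assignment by K-means put 249 there, and by the highest mean 236.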

The early morning phase bin was also predominant, containing 249 genes with peak expression at ZT20. The remaining transcripts were distributed almost equally over the remaining phase bins. This analysis indicated the maize circadian oscillator parses gene expression in accordance with predictable environmental changes associated with day and night.

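PRR7 and AAH lie in the ZT8 interval, KAO2 and COL1 in the ZT16 interval and GA1 in the ZT4 interval. These intervals held 184, 139 and 138 probe sets. Those at ZT4 had the highest median amplitude, 0.71 in log2. K-means placed 240 at ZT8, 124 at ZT4 and 0 at ZT16, where ZT40 is the only array.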

### Phase-specific distribution of key physiological processes

The genes on the array were annotated to identify the maize cellular processes under clock control. The annotation process involved matching the probe sets on the array to maize genes and then extracting the GO Slim classification for each transcript provided by the Maize Sequence Consortium (full method is described in "Methods" and outlined in Additional file 4 Figure S3). Of the cycling transcripts, 655 were assigned to GO Slim classifications for Cellular Component, Biological Process, and Molecular Function (Additional file 5 Table S2). The cycling dataset was evaluated for overrepresentation of GO Slim categories to determine whether the maize circadian clock preferentially regulated specific plant processes. Applying hypergeometric distribution analysis to the entire cycling dataset showed the Molecular Function GO Slim terms "catalytic activity" (GO: 0003824), "binding" (GO: 0005488), and "transporter activity" (GO: 0005215) were overrepresented in this group of transcripts (Table 1). Each of these GO Slim terms indicates transcripts encoding enzymes, receptors, and proteins involved in movement of macromolecules, small molecules, and ions are an important aspect of the maize circadian transcriptome. In the Biological Process classification, genes annotated with the GO Slim terms ""generation of precursor metabolites and energy" (GO: 0006091), "carbohydrate metabolic process" (GO: 0005975), and "photosynthesis" (GO: 0015979) were enriched in the circadian expressed gene set (Table 1). Together, these three GO Slim terms suggested the maize circadian clock makes an important contribution to fitness by regulating energy and carbohydrate metabolism. Similar GO Slim terms were also found to be overrepresented in the Arabidopsis circadian transcriptome [26], which demonstrates the involvement of the plant circadian clock in these processes is highly conserved.

**Table 1:** The maize circadian system preferentially regulated expression of genes encoding components of energy and metabolism pathways

GO Slim Category			
GO Slim term	Description	^1^e-score	Phase
**Molecular Function**			

GO: 0003824	catalytic activity	0.0000178	all
GO:0005488	binding	0.00595	all
GO: 0005215	transporter activity	0.0204	all
			
**Biological Process**			

GO: 0006091	generation of precursor metabolites and energy	0.000451	all
GO: 0005975	carbohydrate metabolic process	0.000421	all
GO: 0008152	metabolic process	0.00757	all
GO: 0015979	photosynthesis	0.0200	all
			
^2^**Biological Process within phase group**			

GO: 0015979	photosynthesis	0.000806	4
GO: 0006519	cellular amino acid and derivative metabolic process	0.0318	20
GO: 0009058	biosynthetic process	0.0156	20

^1^Overrepresentation of GO Slim terms was calculated using hypergeometric distribution followed by a modified Bonfferoni correction for multiple testing as implemented in GeneMerge [72], where the e-score is comparable to a P-value. Overrepresented GO terms were those with e-scores < 0.05.

^2^Each phase group was analyzed separately to identify GO terms overrepresented at a specific phase.

Hypergeometric distribution analysis further tested whether expression of genes in particular GO Slim terms showed a time-of-day specific enrichment. The photosynthesis GO Slim term was enriched in the genes phased to ZT4 (Table 1). 

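Photosystem and electron transport genes showed small fitted amplitudes through the course. A list of such genes, fixed by name before the data were examined, has 8 measured members with a median signal of 6540 and a median amplitude of 0.18. Among them, psad1, a subunit of photosystem I, had an amplitude of 0.48 (standard error 0.14), a peak at 10.7 h and limma's adjusted p = 0.368, and the ferredoxin genes fdx2 and FDX6 peaked at 21.7 h and 5.2 h. None of the 8 was called by limma after adjustment (1 at an unadjusted p of at most 0.05, and 0 by model matching or the cosine scan). The fitted peaks of 3 members fell around ZT0, 2 around ZT12, 2 around ZT20 and 1 around ZT4. As a set, the list did not pass the test of a difference between midday and midnight (mean difference 0.05 and median −0.01 in log2, camera adjusted p = 0.77). That test reads the sine term, which is largest somewhat later than ZT4, the midday bin of the paper. A separate list of 4 light-harvesting genes was too short to test, with 2 members around ZT4 and 2 around ZT8. Table 1 rests on GO Slim terms, whose table is held here only for the first 1999 of 8007 rows, so enrichment was not recomputed.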

The bias toward photosynthesis genes at ZT4 is clear when the abundance of these genes is plotted as a function of phase (Figure 2). The Arabidopsis circadian clock similarly organizes photosynthesis-associated genes to reach peak expression early in the day [28]. Therefore, the circadian clock prepares maize plants for increasing illumination by up-regulating photosynthesis genes early in the light period. A phasing preference was also clear for the expression of genes associated with "cellular amino acid and derivative metabolic process" (GO: 0006519), which showed overrepresentation of genes with peak levels at ZT20 (Table 1, Figure 2). These results indicate maize protein synthesis may also have a pre-dawn phase. 

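The amino acid synthesis list holds genes of glutamine synthetase. gln1 had a peak at 21.6 h with an amplitude of 0.47 (standard error 0.16, limma adjusted p = 0.416), and GLN6 at 24.0 h with 0.34 (standard error 0.19, limma adjusted p = 0.642), and gln3, at a mean signal of 49.8 near the limit of 50, had a peak at 6.7 h with 0.40 (standard error 0.22, limma adjusted p = 0.616). Of the 8 measured members, 4 had their fitted peak around ZT0, 2 around ZT20, 1 around ZT8 and 1 around ZT16. None was called by limma, model matching or the cosine scan, and 1 had an unadjusted p of at most 0.05. The mean of the list was higher at dawn than at dusk by 0.17 in log2, which did not pass the set test (camera adjusted p = 0.327, and adjusted p = 0.635 with an estimated correlation). That test reads the cosine term, in which a peak at ZT20 counts less than one at ZT0, so it is not a test of a ZT20 phase.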

Interestingly, Arabidopsis genes associated with protein synthesis are preferentially expressed at around dawn when plants are exposed to thermocycles, but at midday in photocycles [26]. Since the maize plants used here did not experience thermocycles, maize plants may organize proteins synthesis at a time of day distinct from Arabidopsis. These findings show the maize circadian clock coordinates the expression of major cellular processes to occur at defined times within a normal 24-hour day. The specific physiological processes where the circadian clock plays a large role in coordinating transcription are explored in more depth below.

**Figure 2:**
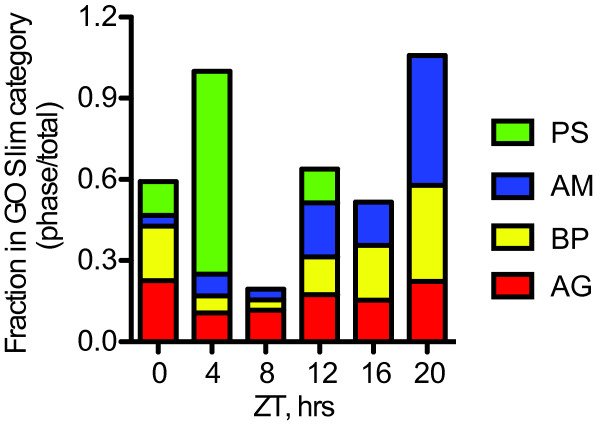
**The maize circadian system directed phase-specific expression of genes involved in biosynthesis**. Fraction of all genes in each phase cluster with GO Slim terms GO: 0015979 "photosynthesis" (PS, green), GO: 0006519 "cellular amino acid and derivative metabolic process" (AM, blue), and GO: 0009058 "biosynthetic process" (BP, yellow) compared to all genes on the microarray (AG, red). Hypergeometric distribution analysis from Table 2 indicated GO: 0015979 "photosynthesis" genes are overrepresented at midday (ZT4), whereas GO: 0006519 "cellular amino acid and derivative metabolic process" and GO: 0009058 "biosynthetic process" were enriched at early morning (ZT20).

### Coordinated circadian expression of key C4 photosynthesis genes

**T**he maize proteins encoded by the transcripts represented on the array were given a functional annotation by matching amino acid sequences to likely orthologs in rice and Arabidopsis (Additional file 6 Table S3). The functional annotation grouped genes into a high confidence set and a low confidence set based on the criteria described in "Methods" and outlined in Additional file 4 Figure S3. Importantly, the high confidence genes represent those genes where orthologs were identified in both Arabidopsis and rice. The genes in this high confidence set were used to explore the influence of the circadian clock on maize physiology, in particular maize metabolic and signaling pathways.

The contribution of the maize circadian clock to photosynthesis was of special interest for its potential to provide insight into circadian regulation of C4 photosynthesis. Many key enzymes involved in C4 photosynthesis were under circadian clock control and expression of these were generally phased around dawn (Table 2; Figure 3), similar to Arabidopsis C3 photosynthesis [28]. 

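The photosynthesis genes of Table 2 had a median fitted amplitude of 0.27 in log2 over 26 probe sets, and those of carbon dioxide fixation 0.20 over 4. The fitted peaks of 24 of the 26 lay within 4 h of the phase given in Table 2. In the whole table 60 of 61 genes were matched to a probe set, and 63 probe sets passed the signal filter. limma called 0 of these 63 over all probe sets tested, while 34 had an unadjusted p of at most 0.05, and 21 passed when adjusted over the list alone, 11 of them in photosynthesis. Peaks within 4 h of the phase in the table were found for 56 of 63. The paper chose this list on the same samples, so neither count is independent evidence. Without the ZT8, ZT24 or ZT40 array the number adjusted over the list alone is 0, and it is 1 without ZT28, 5 without ZT36, 6 without ZT32, 7 without ZT4 and 8 without ZT20.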

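The gene for phosphoenolpyruvate carboxylase, GRMZM2G083841, had a mean signal of 10300, and ranged only from 9350 at ZT4 to 10900 at ZT44. The fitted amplitude was 0.09 in log2 (standard error 0.07), a 1.07-fold change from trough to peak, with the peak at 18.3 h (standard error 3.0 h). It did not pass limma's test (adjusted p = 0.739, and 0.409 when adjusted over the list alone).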

A gene encoding PEPC, the C4 enzyme that initially captures carbon for photosynthesis [40] (Figure 3), showed early morning phasing (Table 2). This PEPC is a strong candidate for a genuine C4 enzyme, as its amino acid sequence is highly homologous to a PEPC from sorghum and the genome regions around the maize and sorghum genes are syntenic (data not shown). Circadian regulation of a maize *pepc *gene is a novel observation. However, the true impact of the circadian oscillator on PEPC protein abundance remains to be determined, as the rhythms in transcription may not be translated into changes in protein levels. Interestingly, the Arabidopsis transcript encoding a homologous PEPC has a nearly identical phase of expression as the maize *pepc *transcript (Table 2). A maize *ppdk *gene, which encodes the enzyme that furnishes PEPC substrates [41] (Figure 3), and a *ca *gene both reach peak expression at dawn (Table 2). 

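For ppdk (GRMZM2G097457) the signal lay between 5730 at ZT8 and 7880 at ZT44, with an amplitude of 0.16 (standard error 0.11) and a peak at 22.6 h (standard error 3.3 h; limma adjusted p = 0.739). Another probe set of this enzyme, pdk1 in the C4 list, ranks first on several arrays, where normalization gives it the same signal of 13400, the top of the range, so its amplitude cannot be read. Carbonic anhydrase, which supplies bicarbonate to PEPC, has a pair of probe sets for GRMZM2G121878. The first had an amplitude of 0.32 (standard error 0.08) and a peak at 0.0 h (limma adjusted p = 0.326, and 0.0396 adjusted over the list alone). The second had an amplitude of 0.24 (standard error 0.08) and a peak at 21.8 h (adjusted p = 0.387 from limma, and 0.0611 adjusted over the list alone). NADP-malic enzyme (me3) and NADP-malate dehydrogenase (mdh6) peaked at 21.8 h and 21.2 h with amplitudes of 0.23 and 0.26 (standard errors 0.09 and 0.10). Of the 4 genes of the C4 list, 0 were called by limma, model matching or the cosine scan, and 0 had an unadjusted p of at most 0.05.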

Expression of an Arabidopsis homolog of PPDK also has a phase matching the maize *ppdk *gene. Therefore, the circadian regulatory networks in C4 and C3 plants similarly organize expression of photosynthesis components. Logically, the expression of *pepc*, *ppdk*, and *ca *immediately precedes stomatal opening and the onset of light that stimulates C4 metabolism [42]. 

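RCA, the activase of Rubisco (GRMZM2G162200), ranged from a signal of 2670 at ZT8 to 5530 at ZT0, with an amplitude of 0.56 (standard error 0.16) and a peak at 22.5 h. The Rubisco small subunit RBCS-3B (GRMZM2G113033) had an amplitude of 0.16 (standard error 0.06) and a peak at 22.2 h. Chlorophyll synthetase CS (GRMZM2G162672) had an amplitude of 0.30 (standard error 0.09) and a peak at 19.2 h, and GGR (GRMZM2G105644), which makes the phytyl chain of chlorophyll, 0.25 (standard error 0.16) at 22.9 h. limma's adjusted p over all probe sets was 0.345 for RCA, 0.484 for RBCS-3B, 0.363 for CS and 0.698 for GGR. When adjusted over the list alone, RCA (0.0471) and CS (0.0482) passed the threshold.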

Other components of photosynthesis displayed similar anticipatory expression, including transcripts encoding RBCS3B, RCA, and several LHCB proteins, as well as GAPD and CS, which contribute to chlorophyll synthesis (Table 2). Similarly, a large proportion of the enzymes of the Calvin cycle on the array were circadian clock-regulated such that peak expression preceded or occurred at dawn (Figure 3, Table 2). 

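The Calvin cycle genes had fitted peaks within 4 h of those in Table 2 for all 10 probe sets. The gene listed as ketolase (GRMZM2G033208) ranged from a signal of 2880 at ZT8 to 4610 at ZT0, with an amplitude of 0.50 (standard error 0.10). FBAase1 (GRMZM2G155253) had an amplitude of 0.72 (standard error 0.19). PRK (GRMZM2G463280), the kinase that forms the CO_2 acceptor, had an amplitude of 0.79 (standard error 0.29) and a peak at 18.5 h at a low mean signal of 82.2. RPE and KPBA had amplitudes of 0.13 and 0.20 (standard errors 0.10 and 0.19). limma called 0 of the 10 over all probe sets. At an unadjusted p of at most 0.05 there were 4, adjusted over the list alone, which the study chose on these samples, 3, by the cosine scan 5 and by model matching 3. The PGK gene GRMZM2G382914 has a pair of probe sets with amplitudes of 0.17 and 0.12 and peaks at 20.4 h and 21.2 h.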

Consistent with the apparently conserved nature of the circadian network structure, the phase of expression for this set of photosynthesis genes was essentially invariant between maize and Arabidopsis (Table 2). Thus, the maize system has incorporated the initial CO_2 _capture of C4 photosynthesis into the overall coordination of photosynthesis that is shared with C3 photosynthesis.

**Table 2:** The maize circadian clock orchestrated coordinated expression of genes involved in multiple key physiological processes

Biological Process					
Maize protein ID	*At *gene ID	*Zm *phase	^**1**^***At *phase**	PlantCyc Pathway	^**2**^**Function *Zm *to *At***
**Photosynthesis**					

GRMZM2G097457	AT4G15530	ZT0	ZT22	C4 carbon dioxide fixation	PPDK
GRMZM2G121878	AT5G14740	ZT0	ZT18	C4 carbon dioxide fixation	CA2
GRMZM2G083841	AT2G42600	ZT20	ZT19	C4 carbon dioxide fixation	PEPC
GRMZM2G105644	AT1G74470	ZT0	ZT3	Chlorophyll a/b Biosynthesis	GGR
GRMZM2G162672	AT3G51820	ZT16	ZT19	Chlorophyll a/b Biosynthesis	CS
GRMZM2G351977	AT2G34420	ZT4	ZT5	Photosystem II	LHCB
GRMZM2G033885	AT3G08940	ZT4	ZT4	Photosystem II	LHCB
GRMZM2G155216	AT2G34420	ZT4	ZT5	Photosystem II	LHCB
GRMZM2G113033	AT5G38410	ZT20	ZT19	Calvin Cycle	RBCS-3B
GRMZM2G162200	AT2G39730	ZT0	ZT1	Calvin Cycle	RCA
GRMZM2G057823	AT2G36460	ZT0	nc	Calvin Cycle	FBAase2
GRMZM2G155253	AT4G38970	ZT20	ZT21	Calvin Cycle	FBAase1
GRMZM2G026807	AT5G61410	ZT0	ZT19	Calvin Cycle	RPE
GRMZM2G431708	AT1G18270	ZT16	ZT7	Calvin Cycle	KPBA
GRMZM2G463280	AT1G32060	ZT16	ZT20	Calvin Cycle	PRK
GRMZM2G033208	AT3G60750	ZT20	ZT16	Calvin Cycle	KETOLASE
GRMZM2G382914	AT1G79550	ZT20	ZT23	Calvin Cycle	PGK
GRMZM2G065928	AT3G19270	ZT4	nc	Carotenoid Biosynthesis	AAH
GRMZM2G127139	AT5G67030	ZT4	ZT2	Carotenoid Biosynthesis	ZEO
GRMZM2G454425	AT4G25700	ZT20	ZT21	Carotenoid Biosynthesis	BCH1
GRMZM2G149317	AT5G17230	ZT20	ZT22	Carotenoid Biosynthesis	PSY
GRMZM2G124455	AT3G10920	ZT8	nc	Superoxide Radical Removal	MSD1
GRMZM2G079348	AT1G20620	ZT8	ZT11	Superoxide Radical Removal	CAT3

**Carbohydrate Metabolism**					

GRMZM2G080375	AT4G26270	ZT0	ZT15	Glycolysis	PFK3
GRMZM2G132069	AT4G26270	ZT20	ZT15	Glycolysis	PFK3
GRMZM2G127717	AT2G22480	ZT20	ZT5	Glycolysis	PFK5
GRMZM2G051004	AT1G16300	ZT0	ZT23	Glycolysis	GADP-2
GRMZM2G089136	AT1G56190	ZT20	ZT19	Glycolysis	PGK
GRMZM2G002807	AT2G21170	ZT16	nc	Glycolysis	TPI
GRMZM2G079888	AT5G66760	ZT0	nc	TCA cycle	SDH1
GRMZM2G055331	AT5G20280	ZT0	nc	Sucrose Biosynthesis	SPS1F
GRMZM2G032003	AT5G17310	ZT0	ZT0	Sucrose Degradation	UDPase
GRMZM2G089836	AT1G62660	ZT0	nc	Sucrose Degradation	BFRUCT3
GRMZM2G084694	AT1G56560	ZT20	nc	Sucrose Degradation	BFRUCT
GRMZM2G391936	AT5G19220	ZT20	nc	Starch Biosynthesis	AGPL1
GRMZM2G126988	AT3G01180	ZT0	ZT2	Starch Biosynthesis	SS2
GRMZM2G008263	AT1G32900	ZT4	ZT1	Starch Biosynthesis	SS
GRMZM2G147770	AT3G46970	ZT12	ZT12	Starch Degradation	PHS2
AC207628.4_FGP006	AT1G69830	ZT16	ZT11	Starch Degradation	AMY3
					
**Cell Wall**					

GRMZM2G055795	AT4G18780	ZT20	nc	Cellulose Biosynthesis	IRX1
GRMZM2G142898	AT5G17420	ZT0	nc	Cellulose Biosynthesis	IXR3
GRMZM2G445905	AT5G44030	ZT20	nc	Cellulose Biosynthesis	CESA4
GRMZM2G113137	AT5G64740	ZT20	ZT21	Cellulose Biosynthesis	CESA6
GRMZM2G052149	AT3G03050	ZT20	nc	Cellulose Biosynthesis	CSLD3
GRMZM2G477603	AT1G65610	ZT20	ZT0	Cellulose Metabolism	GUN7
GRMZM2G110735	AT5G49720	ZT0	nc	Cellulose Metabolism	GUN25
GRMZM2G131205	AT1G15950	ZT0	ZT1	Lignin Biosynthesis	CCR1/IXR4
GRMZM2G110175	AT3G19450	ZT0	ZT22	Lignin Biosynthesis	CAD4
GRMZM2G054013	AT1G65060	ZT16	ZT21	Flavonol Biosynthesis	4-CL3

**Growth and Development**					

GRMZM2G164405	AT4G11280	ZT0	nc	Ethylene Biosynthesis	ACS6
GRMZM2G117198	AT3G17390	ZT20	nc	Ethylene Biosynthesis	MTO3
GRMZM2G081554	AT4G02780	ZT4	nc	Gibberellin Biosynthesis	GA1
GRMZM2G093195	AT2G32440	ZT16	ZT8	Gibberellin Biosynthesis	KAO2
GRMZM2G147882	AT1G35190	ZT20	ZT2	Gibberellin Biosynthesis	OR
GRMZM2G001457	AT3G45780	ZT8	ZT7	Blue light response	PHOT1
GRMZM2G067702	AT3G46640	ZT12	ZT14	Circadian Clock	LUX
GRMZM2G095727	AT5G02810	ZT8	ZT7	Circadian Clock	PRR7
GRMZM2G107101	AT1G22770	ZT12	ZT11	Circadian Clock/Flowering	GI1A
GRMZM2G149786	AT3G13682	ZT12	nc	Flowering	LDL1
GRMZM2G065276	AT4G16280	ZT12	nc	Flowering	FCA
GRMZM2G405368	AT5G15850	ZT16	ZT1	Flowering	COL1

^1^Phase of Arabidopsis transcript expression from the DIURNAL web tool [71], where phase is determined with HAYSTACK [35]. "nc" indicates noncycling transcript with a waveform assigned a PCC < 0.7 by HAYSTACK analysis.

^2^Function of maize protein inferred from the function of the Arabidopsis ortholog according to Kyoto Encyclopedia of Genes and Genomes [70].

**Figure 3:**
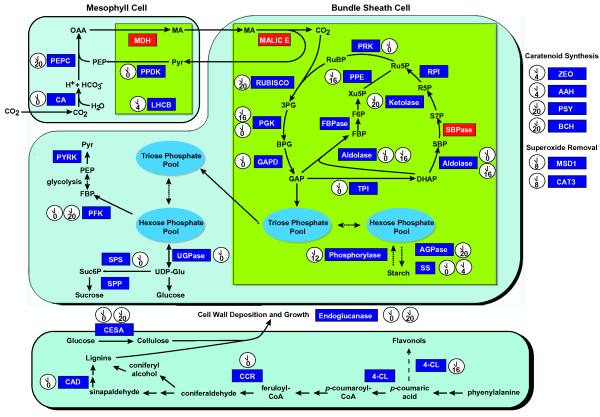
**The circadian clock organized expression of maize photosynthesis, carbohydrate metabolism, and cell wall synthesis genes**. Maize genes encoding enzymes associated with the CO _2 _capture steps of C4 photosynthesis, which take place in mesophyll cells, showed coordinated expression phased to morning (ZT20 and ZT0) and midday (ZT4). Expression of genes encoding enzymes of the Calvin cycle, which occurs in bundle sheath cells, was generally phased to early morning (ZT16 and ZT20). Expression of genes encoding enzymes involved in cell wall synthesis, which are illustrated in a separate cell for clarity, occurred in the morning (ZT20 and ZT0). Large light blue shapes represent cells and green boxes within cells represent chloroplasts. Small dark blue boxes indicate genes on the array and red boxes are genes absent from the array. White clock faces next to enzymes indicate the circadian expression of the gene encoding that enzyme and the number within the clock face shows the expression phase in ZT.

The state of the maize circadian system observed here is likely an incomplete representation of the network in field grown mature plants, since young maize seedlings are developing their C4 photosynthetic capacity. Burris and de Veau showed that while 9 day-old maize seedlings exhibited a 3 times higher rate of photorespiration than 3 month-old maize plants, consistent with limited C4 photosynthesis in seedlings compared to the mature plants, the rate of photorespiration in these maize seedlings was 5 to 7 times lower than mature wheat plants performing C3 photosynthesis [43]. Their analysis demonstrates young maize seedlings have the capacity for C4 photosynthesis, albeit a modified version with a higher rate of photorespiration than mature plants. Therefore, 7 day-old maize seedlings represent a suitable model of C4 photosynthesis.

Circadian expression was evident for genes encoding enzymes involved in biosynthesis of carotenoids including PSY, BCH, and ZEO (also known as ABA DEFICIENT 1 in Arabidopsis) (Table 2, Figure 3). Carotenoids serve as photoprotective pigments and are also important structural components of light harvesting complexes. PSY catalyzes the first and rate-limiting step in the production of carotenoids and both BCH and ZEO lie downstream of PSY [44,45]. Expression of these genes was phased to either early morning (ZT20) or midday (ZT4), clearly showing the maize circadian system orchestrates expression of upstream and downstream enzymes for carotenoid production to coincide with the time when these compounds are needed for photosynthesis and non-photochemical quenching. 

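The genes that Table 2 lists under carotenoid biosynthesis, AAH among them, had a median amplitude of 1.02 in log2. PSY and BCH1 had fitted peaks at a different time of day from ZEO. BCH1 (GRMZM2G454425), a beta-carotene hydroxylase, had a signal of 3070 at ZT20 and 1060 at ZT8, an amplitude of 1.02 (standard error 0.17) and a peak at 21.6 h. PSY (GRMZM2G149317) has a pair of probe sets with amplitudes of 0.56 (standard error 0.11) and 1.27 (standard error 0.28) and peaks at 20.7 h and 22.2 h. ZEO (GRMZM2G127139), the zeaxanthin epoxidase, peaked at 6.2 h with an amplitude of 0.99 (standard error 0.32). limma's adjusted p over all probe sets was 0.265 for BCH1, 0.266 and 0.306 for PSY and 0.376 for ZEO. Adjusted over the list alone it was 0.0252 for BCH1, 0.0396 and 0.0396 for the PSY probe sets and 0.0578 for ZEO. In the carotenoid list fixed by name, phytoene desaturase (pds1) peaked at 20.0 h with an amplitude of 0.59 (standard error 0.11) and vp9 at 21.7 h with 0.58 (standard error 0.24). Of its 4 members 3 passed when adjusted over the list alone and 0 over all probe sets (limma, with 3 at an unadjusted p of at most 0.05), and the cosine scan selected 4 and model matching 3. Its other members, HYD3 and psy2, are the same probe sets as BCH1 and the second of PSY above, so they are not further evidence. The signal of ZEO at ZT0 was 712, against 1590 at ZT24, and departs from the fitted curve by −1.23 (standard error 0.17, limma adjusted p = 0.0101).

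**Figure D1:**
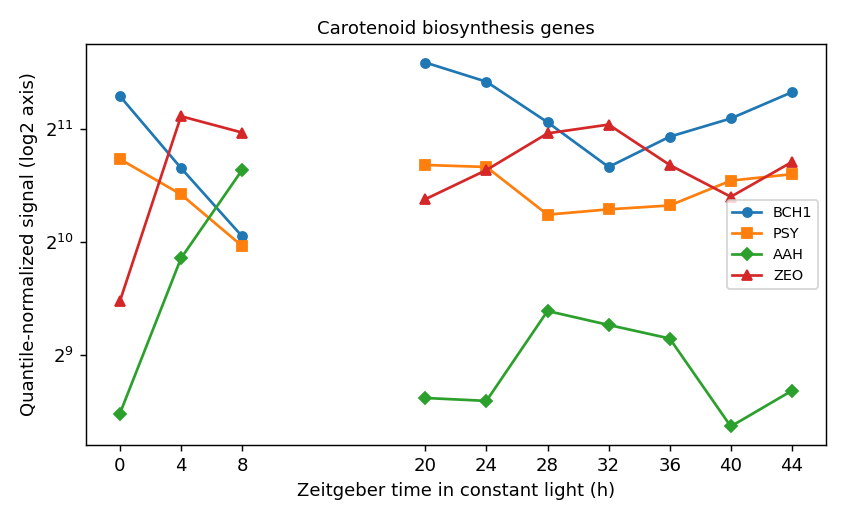
Quantile-normalized signal of BCH1, PSY, AAH and ZEO, on a log2 axis, against zeitgeber time in constant light, with 1 array per point and the line broken between ZT8 and ZT20. BCH1 and PSY are lowest at ZT8, at 1060 and 999, while AAH and ZEO are highest at ZT8 and ZT4, at 1590 and 2210.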

PSY is also circadian regulated in Arabidopsis [25], with a phase matching that found here for maize (Table 2), which again suggests strong conservation of the regulatory networks underlying the maize transcriptome. Protection from ROS produced by photosynthesis is provided by the action of catalase and superoxide dismutase enzymes. Genes encoding maize CAT3 and an ortholog of MSD1 exhibited circadian expression in maize seedlings (Table 2). 

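Catalase 3 (GRMZM2G079348), which breaks down hydrogen peroxide, ranged from a signal of 2130 at ZT0 to 6050 at ZT8, and was 3960 at ZT32. Its amplitude was 0.94 (standard error 0.23) with a peak at 10.6 h (limma adjusted p = 0.325, and 0.0396 adjusted over the list alone). MSD1 (GRMZM2G124455), a manganese superoxide dismutase, lay between 2170 at ZT24 and 2590 at ZT36, with an amplitude of 0.23 (standard error 0.08) and a peak at 11.9 h (limma adjusted p = 0.43, and 0.0877 adjusted over the list alone). Of 7 measured genes in a list of reactive oxygen scavenging, 0 were called by limma, 3 had an unadjusted p of at most 0.05, and model matching and the cosine scan selected 1 and 2. The CAT3 and MSD1 probe sets above belong to that list. They are among the 3 and account for all of the selections, so they are not further evidence. The superoxide dismutase gene sod2 of that list peaked at 3.6 h with an amplitude of 0.37 (standard error 0.12).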

Consistent with their role in scavenging ROS arising from photosynthesis, expression of the *cat3 *and *msd1 *genes reached peak levels during late day (ZT8) when ROS is more likely to accumulate (Figure 3). Overall, these findings show the circadian clock organizes maize C4 photosynthesis to ensure the plant makes maximal use of light energy available during the day.

### Organization of carbohydrate metabolism gene expression by the maize circadian clock

The maize clock also regulates genes contributing to carbohydrate metabolism and carbon flux (Figure 3, Table 1). For example, the circadian clock controlled expression of two PFK encoding genes and peak expression for each occurred around dawn (Figure 3). 

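Among genes of sugar and starch metabolism, the starch synthase gene SS, the amylase match AMY3 and the sucrose degradation gene BFRUCT3 had the largest fitted amplitudes, at 1.62, 1.44 and 1.32 in log2. AMY3 ranged from a signal of 141 at ZT8 to 1010 at ZT20, with a peak at 21.2 h (standard error of the amplitude 0.42, limma adjusted p = 0.368). BFRUCT3 ranged from 326 at ZT8 to 2910 at ZT0, with a peak at 24.0 h (standard error of the amplitude 0.68, limma adjusted p = 0.59). On the second day BFRUCT3 was at 1090 at ZT24 and 889 at ZT32, and AMY3 at 593 at ZT32. SS was at 815 at ZT4 and 184 at ZT28. Part of each of these amplitudes thus rests on first-day values that did not recur. PHS2, an alpha-glucan phosphorylase match, peaked at 16.9 h with an amplitude of 0.54 (standard error 0.33). Of the 16 probe sets of this part of Table 2, limma called 0 over all probe sets, 8 had an unadjusted p of at most 0.05, and 4 passed adjusted over the list alone, a list the study chose on these samples. The cosine scan selected 6 and model matching 5. In a list of 7 genes of sucrose metabolism, the sucrose-phosphate synthase gene SPS peaked at 18.8 h with an amplitude of 0.58 (standard error 0.16, limma adjusted p = 0.345), and 1 of the 7 had an unadjusted p of at most 0.05.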

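The PFK3 genes had their lowest signal at ZT8 and their highest at ZT0. GRMZM2G080375 ranged from 322 to 724 with an amplitude of 0.70 (standard error 0.23) and a peak at 23.6 h, and GRMZM2G132069 from 406 to 880 with an amplitude of 0.68 (standard error 0.22) and a peak at 23.9 h. The PFK5 match, GRMZM2G127717, had an amplitude of 0.35 (standard error 0.15) and a peak at 23.0 h. None passed limma's test, with an adjusted p of 0.38, 0.384 and 0.506 and, adjusted over the list alone, 0.0578, 0.0587 and 0.13. The PGK gene of glycolysis, GRMZM2G089136, had an amplitude of 0.25 (standard error 0.07) and passed over the list alone (0.0471; limma adjusted p = 0.345 over all probe sets).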

Note that the annotation matched two different maize transcripts to the same Arabidopsis gene (PFK3), which explains the different phase values shown in Table 2. PFK enzymes mediate the central regulatory step of glycolysis. Two glycolysis enzymes of the FBAase class, which reversibly convert fructose bisphosphate to triose phosphate, were clock regulated such that one peaked in the morning (FBAase2) and another expressed in the evening (FBAase1). 

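FBAase2 (GRMZM2G057823) peaked at 0.0 h (standard error 2.4 h) with a signal between 3410 and 3940, a 1.08-fold change from trough to peak of the fitted curve. FBAase1 peaked at 22.4 h (standard error 1.3 h), with a signal of 1230 at ZT8 and 2520 at ZT0, a 1.65-fold change. limma's adjusted p was 0.707 for FBAase2 and 0.335 for FBAase1 (0.368 and 0.0471 adjusted over the list alone).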

As in energy generation, the clock regulates genes involved in energy storage. AGPase is the major regulatory enzyme in starch biosynthesis, where it converts glucose 6-phosphate to ADP-glucose, the substrate for starch synthase [46]. The transcript encoding AGPL, a subunit of AGPase, reached peak levels near dawn at ZT20 (Figure 3). 

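The transcript of AGPL1 (GRMZM2G391936) ranged from a signal of 3230 at ZT8 to 4520 at ZT20. The amplitude was 0.21 in log2 (standard error 0.10), or 1.15-fold, with a peak at 21.4 h (standard error 2.6 h). It did not pass limma's test (adjusted p = 0.576, and 0.204 adjusted over the list alone). AGP2, another AGPase gene from the starch synthesis list, had a signal of 524 at ZT0 and a mean of 1160, and departed from its fitted curve at ZT0 (limma adjusted p = 0.00713).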

Early morning accumulation of AGPase may be an anticipatory strategy to prepare the system for midday when photosynthate is in excess and starch biosynthesis commences. Similarly, two *ss *transcripts encoding starch synthases were maximally expressed early in the day (ZT0 and ZT4) like their Arabidopsis orthologs (Table 2). Thus, the maize circadian clock anticipated the need for carbon metabolism components and up-regulated expression of these genes so that enzymes would be present at the time when photosynthate would be available for energy production and storage. Together, the coordinated regulation of carbohydrate metabolism and C4 photosynthesis indicates that the circadian clock in maize organizes gene expression to ensure efficient and maximal energy production, use, and storage throughout the day.

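SS2 (GRMZM2G126988) ranged from a signal of 279 at ZT8 to 545 at ZT0, with an amplitude of 0.59 (standard error 0.15) and a peak at 22.4 h. The gene listed as SS (GRMZM2G008263) ranged from 83.1 at ZT20 to 815 at ZT4, with a standard error of 0.48 on its amplitude and a peak at 6.5 h. limma's adjusted p was 0.326 for SS2 and 0.358 for SS, and 0.0396 and 0.0475 adjusted over the list alone. Of 6 measured genes in the starch synthesis list, 0 were called by limma, 1 had an unadjusted p of at most 0.05, and 0 were selected by model matching or the cosine scan.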

### Co-regulation of cell wall synthesis genes by the maize circadian clock

Cell walls are a major constituent of plant biomass, and their enlargement exhibits a biological rhythm [47,48]. Consistent with rhythmic growth, the transcripts of several enzymes involved in cell wall biosynthesis were found to be circadian-regulated in maize (Table 2, Figure 3). 

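Genes for cell wall synthesis in Table 2 had a median amplitude of 0.29 in log2 over 9 probe sets. IRX1 and CESA6, subunits of cellulose synthase, peaked at 22.0 h and 21.8 h with amplitudes of 0.26 and 0.29 (standard errors 0.11 and 0.11). Over all probe sets limma called 0 of the 9. At an unadjusted p of at most 0.05 there were 3, adjusted over the list alone, chosen by the study on these samples, 2 (CESA4 and CSLD3), by the cosine scan 3 and by model matching 0. Fitted peaks of 8 of the 9 lay within 4 h of those in the table.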

CCR and CAD catalyze two of the final steps in the conversion of phenylpropanoid into monolignins to achieve wall hardening [49]. Transcripts encoding both these enzymes were found to have cyclic expression peaking at dawn (Figure 3). 

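CCR1 (GRMZM2G131205) ranged from a signal of 923 at ZT8 to 1820 at ZT4, with an amplitude of 0.70 (standard error 0.28) and a peak at 2.0 h. CAD4 (GRMZM2G110175) ranged from 1970 at ZT36 to 3040 at ZT0, with an amplitude of 0.36 (standard error 0.13) and a peak at 23.7 h. Neither passed limma's test, with an adjusted p of 0.506 for CCR1 and 0.442 for CAD4, and 0.13 and 0.0899 adjusted over the list alone. PAL1, the entry enzyme of the phenylpropanoid pathway, peaked at 17.6 h with an amplitude of 0.28 (standard error 0.09, limma adjusted p = 0.399).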

The maize CAD is orthologous to Arabidopsis CAD4. Arabidopsis CAD4 is a class II CAD enzyme that acts on sinapaldehyde instead of coniferaldehyde [50]; therefore, the substrate for the maize CAD is likely to be sinapaldehyde (Figure 3). 4-CL acts early in phenylpropanoid synthesis and a maize gene encoding an ortholog of Arabidopsis 4-CL3 is rhythmically expressed with peak expression at ZT16, instead of ZT0 like the *ccr *and *cad *transcripts. 

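The 4-CL3 match (GRMZM2G054013) had its lowest signal, 616, at ZT0 and its highest, 1690, at ZT20. Its 24-h amplitude was 0.28 (standard error 0.35), with a poorly defined peak at 18.0 h (standard error 5.1 h; limma adjusted p = 0.902). The low value at ZT0 departed from the fitted curve by −1.30 (standard error 0.20, limma adjusted p = 0.0259).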

Since the Arabidopsis 4-CL3 enzyme participates in flavonoid biosynthesis instead of contributing to lignin production [50], this maize 4-CL is likely not involved in lignin biosynthesis but flavonoid biosynthesis instead. The similar expression waveforms of *ccr *and *cad *in maize and Arabidopsis suggests the timing of this aspect of lignin biosynthesis is conserved (Table 2) [28]. Several cellulose synthase genes shared nearly the same dawn phasing as the *ccr *and *cad *transcripts (Figure 3). Similarly, transcripts for two endoglucanases and a cellulase cycled at dawn in the maize dataset (Figure 3). 

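CESA4 (GRMZM2G445905) had a standard error of 0.7 h on its peak time, with a signal of 1110 at ZT28 and 766 at ZT36 and an amplitude of 0.47 (standard error 0.11). CSLD3 (GRMZM2G052149) ranged from 362 at ZT8 to 672 at ZT0 with an amplitude of 0.59 (standard error 0.13). IXR3 (GRMZM2G142898) had an amplitude of 0.18 (standard error 0.11) and a peak at 22.9 h. limma's adjusted p was 0.306 for CESA4, 0.306 for CSLD3 and 0.683 for IXR3, and adjusted over the list alone 0.0396, 0.0396 and 0.349. In the list of 20 measured cellulose synthase and expansin genes, 6 had their fitted peak around ZT0, 6 around ZT4, 3 around ZT8, 3 around ZT20 and 2 around ZT16. The list includes the probe sets of CESA4, CESA6 and IRX1 of Table 2. The mean of the list was higher at dawn than at dusk by 0.10 in log2, which did not pass the set test (camera adjusted p = 0.131, and adjusted p = 0.635 with an estimated correlation). It passed without the ZT20 array (camera adjusted p = 0.047) and over the arrays from ZT24 on, fitted without the linear change (camera adjusted p = 0.048). In neither case did it pass with an estimated correlation, a test added after the data were examined (adjusted p = 0.215 and 0.67).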

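For GUN25 (GRMZM2G110735), an endoglucanase match, the signal lay between 2910 at ZT40 and 3370 at ZT20. Its amplitude was 0.07 in log2 (standard error 0.09), a 1.05-fold change, with limma's adjusted p at 0.909. The peak time of 23.6 h has a standard error of 5.2 h. GUN7 was not matched to a probe set in the part of Table S3 used here (the first 1785 of 11247 rows), and is not analysed here.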

Circadian dawn expression of cell wall-related enzymes correlates with the time of maximal plant growth rate reported for Arabidopsis [49,51]; therefore, the maize circadian clock seems to regulate daily cell wall construction so that it coincides with growth trigged by phytohormone signaling.

### Circadian clock regulation of maize GA, ethylene, and ABA biosynthesis genes

Several recent studies have shown a fundamental role of the Arabidopsis circadian clock is to indirectly control growth and development through transcriptional regulation of genes involved in phytohormone biosynthesis and response [25,27,29]. Placement of the maize cycling genes in the context of metabolic pathways revealed that the maize circadian clock also regulates genes involved in the synthesis of phytohormones fundamental to plant growth (Table 2).

GAs and ethylene are important positive regulators of plant cell growth. GAs promote longitudinal expansion of cells and ethylene promotes transverse cell expansion [52]. Daily rhythmic growth exhibited by Arabidopsis is, in part, controlled through diurnal transcriptional control of genes encoding enzymes for synthesis of GAs and ethylene [29]. For GAs, GA _12 _biosynthesis is a prerequisite for the production of active GAs. In Arabidopsis, GA1, which encodes *ENT*-COPALYL DIPHOSPHATE SYNTHASE, and KAO2 act in the biosynthetic pathways that provide the GA _12 _precursor of GA synthesis [53,54]. Maize orthologs of GA1 and KAO2 were among the proteins encoded by circadian expressed transcripts (Table 2). 

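The ga1 transcript (GRMZM2G081554), named an1 in the maize annotation, encodes ent-copalyl diphosphate synthase and was present at a low mean signal of 109. It ranged from 84.5 at ZT0 to 141 at ZT32, with an amplitude of 0.67 (standard error 0.18) and a standard error of 1.0 h on its peak at 5.7 h. limma's adjusted p was 0.328 over all probe sets and 0.0402 adjusted over the list alone. OR, listed with the same pathway in Table 2 (GRMZM2G147882), ranged from 134 at ZT8 to 614 at ZT0 and peaked at 22.0 h (amplitude 1.13, standard error 0.35, limma adjusted p = 0.38).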

Maize *ga1 *reached peak expression at subjective midday (Figure 4A), consistent with the phasing reported for GA synthesis genes in Arabidopsis seedlings under constant light conditions [25]; however, Arabidopsis *GA1 *does not exhibit circadian expression (Table 2). Maize *kao2 *showed peak circadian expression at ZT16, which was 12 hours later than maize *ga1 *and 8 hours later than its Arabidopsis counterpart (Figure 4A). Nevertheless, the robust circadian expression of *ga1 *and *kao1 *indicates the participation of the maize circadian clock in the coordination of maize growth through regulation of phytohormone biosynthesis. 

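For kao2 (GRMZM2G093195, d3 in the maize annotation) the fitted peak was 16.8 h (standard error 1.1 h), with an amplitude of 0.53 (standard error 0.19). The signal was low throughout, from 109 at ZT24 to 166 at ZT20. It did not pass limma's test (adjusted p = 0.424, and 0.0863 adjusted over the list alone). The ZT16 array was not analysed here, and ZT40 is the array at this time of day.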

In support of this possibility, two putative ethylene biosynthesis genes also showed circadian expression: orthologs of Arabidopsis MTO3 and ACS6. MTO and ACS enzymes act sequentially to produce ACC, which is the precursor to ethylene [55]. The dawn-phased expression of the maize *acs6 *and *mto3 *genes was in contrast to the non-circadian expression for their Arabidopsis orthologs (Table 2). 

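ACS6 (GRMZM2G164405), an ACC synthase match, was weakly expressed, from a signal of 54.0 at ZT32 to 157 at ZT0, with an amplitude of 0.72 (standard error 0.29) and a peak at 22.3 h. MTO3 (GRMZM2G117198), an S-adenosylmethionine synthetase match, ranged from 2950 at ZT36 to 3890 at ZT20, with an amplitude of 0.17 (standard error 0.10) and a peak at 21.5 h. limma's adjusted p was 0.49 for ACS6 and 0.698 for MTO3, and 0.122 and 0.363 adjusted over the list alone. Among 3 other measured genes of ethylene synthesis and response, the receptor gene etr2 peaked at 20.2 h (amplitude 0.34, standard error 0.15) and the ACC oxidase gene ACO31 at 0.5 h (amplitude 0.76, standard error 0.39). Of the 3, limma called 0 (0 at an unadjusted p of at most 0.05), and model matching and the cosine scan selected 0.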

The lack of correspondence in the phasing of GA and ethylene synthesis between maize and Arabidopsis may be a consequence of the constant light condition used here. Along with the circadian clock, diurnal light and dark cues serve an important role in determining the phase of phytohormone synthesis genes and ultimately the timing of cellular growth [26,51]. Therefore, evaluation of maize expression in diurnal conditions will be important to fully comprehend the molecular basis for rhythmic growth in maize.

**Figure 4:**
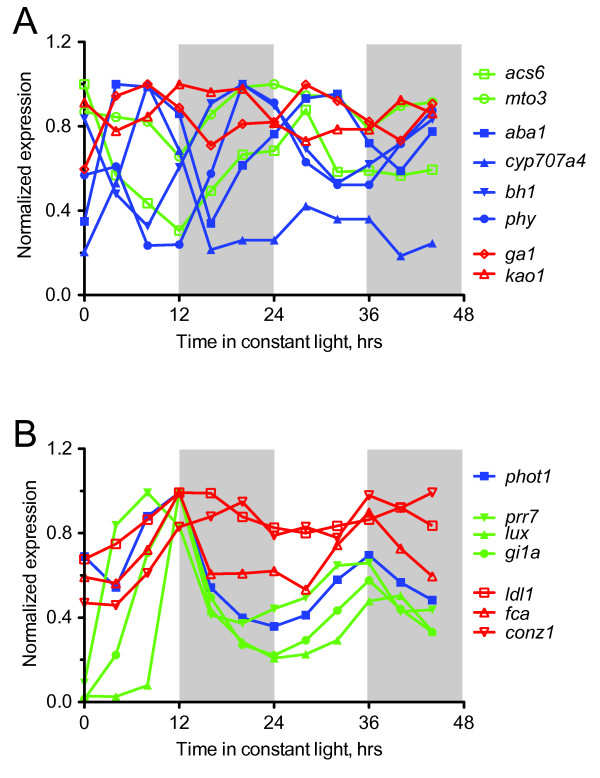
**Genes associated with phytohormone biosynthesis, flowering time, phototropism, and the circadian clock exhibited rhythmic expression**. A) Expression waveforms of high confidence cycling biosynthesis genes for ethylene (green open symbols), ABA (blue closed symbols) and GA (red open symbols). B) Expression waveforms of high confidence cycling genes for phototropism (blue closed squares), circadian clock (green closed symbols), and flowering time (red open symbols). Shaded regions represent subjective night. For each gene, the normalized expression values from the array were further normalized to the highest expression value for that gene.

The plant stress hormone ABA antagonizes the growth promoting effects of GA and ethylene [52] and, like GAs and ethylene, ABA biosynthesis genes are part of a transcriptional regulatory network that exerts daily control over plant growth [26]. The carotenoid biosynthesis pathway supplies precursors for the biosynthesis of ABA [56]. As noted above, the transcript encoding PSY, the enzyme governing the first committed step in carotenoid synthesis, was under circadian control with peak expression in the early morning (Table 2, Figure 4A). Several genes downstream of PSY that are involved in ABA synthesis also showed dawn expression (Table 2, Figure 4A), which is consistent with ABA synthesis taking place in the early morning. 

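AAH (GRMZM2G065928), listed with carotenoid synthesis in Table 2, is an abscisic acid hydroxylase in the paper's abbreviations. Its signal ranged from 331 at ZT40 to 1590 at ZT8, with an amplitude of 1.38 (standard error 0.32) and a peak at 8.3 h (limma adjusted p = 0.306, and 0.0396 adjusted over the list alone). vp14, which encodes the cleavage enzyme of ABA synthesis, had a mean signal of 50.6, an amplitude of 0.51 (standard error 0.37) and a peak at 23.2 h (limma adjusted p = 0.742). The protein phosphatase gene PP2C of the ABA list peaked at 21.4 h with an amplitude of 0.22 (standard error 0.11, limma adjusted p = 0.628).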

Comparable circadian regulation of PSY and genes encoding downstream components of this pathway has been noted in Arabidopsis [25]. The conserved circadian regulation of maize carotenoid biosynthesis genes observed here suggests that synthesis of ABA in maize leaves is under circadian control, which likely impacts the key role ABA plays in antagonizing cell growth and in stimulating stomatal closure [57]. The latter role of ABA is associated higher-water use efficiencies in crop plants, since closure of stomata reduces water loss. Therefore, the maize circadian system is likely a critically important, but under appreciated, contributor to maize productivity in the field.

### Rhythmic expression of putative maize flowering time, circadian clock, and phototropism genes

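GI1A and PRR7, orthologs of clock genes, had a fitted peak in late subjective day and their lowest signal at ZT0. Of the 12 growth and development probe sets in Table 2, 10 had a fitted peak within 4 h of that in the table. limma called 0 of the 12 over all probe sets, 8 had an unadjusted p of at most 0.05, and 4 (GA1, PHOT1, FCA and COL1) passed adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Model matching selected 6 and the cosine scan 1. When limma was fitted to the arrays from ZT24 on, GI1A (amplitude 1.31, adjusted p = 0.0103) and PHOT1 (amplitude 1.14, adjusted p = 0.0456) passed the threshold over all probe sets. That fit has no linear change and leaves 3 residual degrees of freedom, so it differs from the main fit in its model as well as its arrays.

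**Figure D2:**
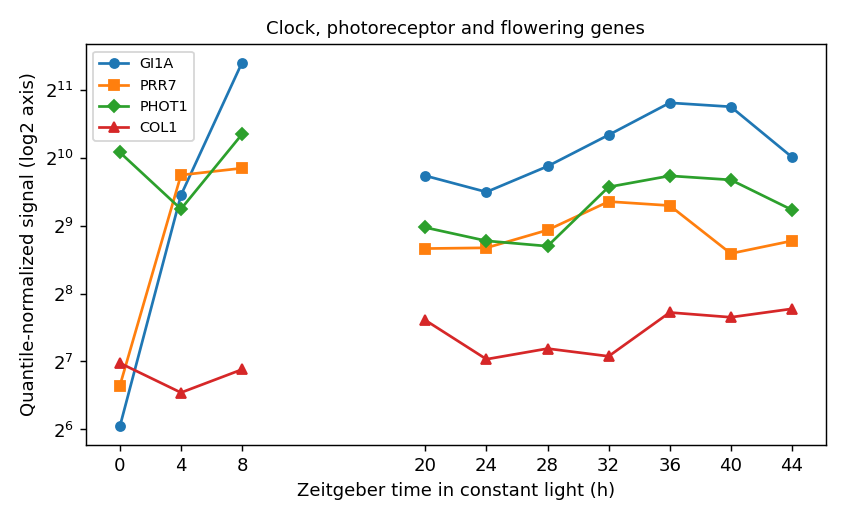
Quantile-normalized signal of GI1A, PRR7, PHOT1 and COL1, on a log2 axis, against zeitgeber time in constant light, with 1 array per point and the line broken between ZT8 and ZT20. PRR7 lies at 857 at ZT4, and COL1 is highest at ZT44, at 219.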

Several orthologs of Arabidopsis circadian clock and flowering time genes were present in the maize cycling gene set; however, the array had limited overall representation of genes in these categories. Included in the rhythmic collection was the gene encoding CONZ1, which the annotation matched to Arabidopsis COL1 (Table 2, Figure 4B). 

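The conz1 transcript (GRMZM2G405368, COL1 in Table 2) had its lowest signal, 93.2, at ZT4. Its amplitude was 0.72 (standard error 0.20) and its peak at 16.7 h (standard error 0.9 h). limma's adjusted p was 0.345 over all probe sets and 0.0471 adjusted over the list alone. Another flowering gene, id1, had a mean signal of 57.2, an amplitude of 0.48 (standard error 0.20) and a peak at 19.3 h (limma adjusted p = 0.517).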

CONZ1 is a strong candidate for the functional ortholog of Arabidopsis CONSTANS and rice Heading date 1 [36]. CONSTANS and Heading date 1 serve in control of flowering time to regulate the expression of the FT class of proteins. FT proteins act as florigen molecules that promote floral development at the shoot apical meristem [6]. *gi1A *and *gi1B *are paralogous flowering time and circadian clock genes identified in the same study as *conz1 *[36]. A probe set for *gi1A *was on the array and this transcript exhibited a waveform and phase similar to that of Arabidopsis *GI *expression (Figure 4B, Table 2) [58]. 

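For gi1A (GRMZM2G107101) the signal was 66.0 at ZT0, 698 at ZT4 and 2700 at ZT8 on the first day, and 721 at ZT24, 937 at ZT28, 1290 at ZT32, 1790 at ZT36 and 1030 at ZT44 on the second. The standard error of the peak time was 1.7 h and the amplitude 2.29 (standard error 0.83), the largest in Table 2. Over all 10 arrays limma's adjusted p was 0.442 (0.0899 adjusted over the list alone). The ZT0 value departed from the curve of the other arrays by −3.50 (standard error 0.43, limma adjusted p = 0.00843).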

Orthologs of Arabidopsis LDL1 and FCA were two other potential flowering time transcripts with rhythmic expression in the maize dataset (Figure 4B). 

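FCA (GRMZM2G065276) had a mean signal of 69.8, between 47.9 at ZT28 and 93.1 at ZT36, with an amplitude of 0.87 (standard error 0.24; limma adjusted p = 0.345, and 0.0471 adjusted over the list alone). LDL1 (GRMZM2G149786) had a mean signal of 92.4 and an amplitude of 0.07 (standard error 0.24), and its peak at 16.2 h has a standard error of 10.2 h (limma adjusted p = 0.99, and 0.958 adjusted over the list alone). Both signals lie near the signal of 50 used as the lower limit. Both genes have phase 12 h in the paper, a time of day covered here by ZT36 alone.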

LDL1 and FCA are known to act in the Arabidopsis autonomous flowering pathway [59]. LDL1 is involved in modification of chromatin and, therefore, is not likely to be strictly involved in flowering time [60]. Similarly, FCA plays a role in RNA-mediated silencing through DNA methylation [61]. Circadian clock components present on the array included orthologs of Arabidopsis PRR7 and LUX (Table 2, Figure 4B). Expression of maize *prr7 *and *lux *exhibited the same phasing as their Arabidopsis orthologs (Table 2), indicating the conserved nature of the core maize circadian clock. 

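PRR7 (GRMZM2G095727) had a signal of 919 at ZT8 and 654 at ZT32, with an amplitude of 1.52 (standard error 0.53) and a peak at 8.5 h (standard error 2.0 h; limma adjusted p = 0.45, and 0.0913 adjusted over the list alone). Its ZT0 value departed from the fitted curve by −2.58 (standard error 0.27, limma adjusted p = 0.00386). LUX (GRMZM2G067702) rose over the course by 3.22 log2 per 24 h (standard error 0.71, limma adjusted p = 0.0321), from a signal of 2.2 at ZT0 to 321 at ZT40, and the change did not pass without ZT0 (2.33, standard error 0.66, limma adjusted p = 0.12). Its 24-h amplitude of 0.97 (standard error 1.16) and peak at 12.2 h (standard error 4.2 h) did not pass the test (limma adjusted p = 0.887). The first values of LUX lie far below the signal of 50 used as the lower limit. At the paper's phase of 12 h, ZT36 is the only array analysed here.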

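The phot1 gene (GRMZM2G001457, nph1 in the maize annotation) had signals of 1080 at ZT0, 606 at ZT4 and 1300 at ZT8 on the first day. On the second day they were 415 at ZT28, 759 at ZT32 and 850 at ZT36. The amplitude over all arrays was 1.43 (standard error 0.39) with a standard error of 0.8 h on its peak time, and limma's adjusted p was 0.343 (0.0471 adjusted over the list alone).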

Finally, the maize *phot1 *transcript, encoding a blue light photoreceptor of the phototropin family likely to be involved in phototropism, was robustly rhythmic with the identical phase as its Arabidopsis counterpart (Figure 4B). This restricted sampling of flowering time, circadian clock, and phototropism genes suggests that maize relies on conserved signaling networks for these key processes.

## Conclusions

Identification of maize genes under circadian clock regulation and the predicted contribution of these genes to metabolism, growth, and development indicates the maize circadian clock plays an important role in coordinating the overall physiology of this C4 crop plant. In general, circadian regulation of the enzymes mediating C4 photosynthesis was predictable based on the Arabidopsis C3 model and without any apparent large-scale changes to accommodate the specialized C4 anatomy and enzymology. Recent investigation of the global effects of the circadian system on Arabidopsis physiology demonstrated that rhythms are critical to plant fitness and optimal growth [8]. A more complete appreciation of the maize circadian clock will reveal where the circadian system impacts maize growth and development, as well as highlight novel approaches for optimization of crop production through targeted modification of the circadian system.

## Methods

### Plant materials and growth conditions

Seeds of inbred B73 were obtained from the Maize Genetics Cooperation Center. B73 is widely used and is the source material for the complete maize genome sequence [31]. Seedlings were germinated and grown in 57 × 30 × 6 cm flats filled with Scotts Supersoil (scotts.com) inside a Conviron (conviron.com) growth chamber at constant 26°C and constant 70% humidity. High intensity cool white fluorescent bulbs provided illumination at a fluence rate of 200 μmoles m^-2 ^s^-1^. Seedlings were grown for seven days under 12 hours of light followed by 12 hours of dark before being transferred to LL for two days at the same temperature and humidity.

### RNA sample preparation and array hybridization

Tissue harvest began following transfer of seedlings to LL on the 8^th ^day. The entire aerial portion (corresponding to all tissue above the prop roots) of five seedlings was harvested beginning at dawn and every 4 hours thereafter for the next 48 hours. Samples were immediately frozen in liquid nitrogen. Three separate experimental replicates were collected in this way. Tissue was ground to a fine powder under liquid nitrogen and total RNA isolated by Trizol extraction (Invitrogen; invitrogen.com) followed by Qiagen RNeasy columns and treatment with RNase-free DNase I (Qiagen; qiagen.com). cRNA was generated from total RNA of three pooled replicate samples with the GeneChip^® ^One-Cycle Target Labeling kit according to the manufacturer's recommendations (Affymetrix, affymetrix.com). The University of California, Berkeley Functional Genomics Laboratory [62] hybridized samples to Affymetrix GeneChip^® ^Maize Genome Arrays and scanned the washed arrays as suggested by manufacturer. Present, Marginal, and Absent calls for each probe set were determined with MAS5 analysis [63] and these are presented in Additional file 7 Table S4. Probe sets called "Absent" at more than nine time points were removed from the downstream analysis [26]. Raw hybridization intensities were normalized across all twelve arrays using RMAExpress in Perfect Match mode [64,65]. The raw microarray data is available online as experiment ZM28 at the Plant Expression Database [66].

### Identification of maize transcripts with circadian expression waveforms

Rhythmic expression waveforms within the normalized dataset were identified by analysis with the COSOPT curve fitting algorithm and the pattern matching function HAYSTACK. The COSOPT algorithm is a cosine waveform fitting method that identifies transcripts with circadian expression by first performing an arithmetic linear-regression detrend of the normalized time series data for each transcript followed by testing detrended data for a fit to 101 cosine test models [32]. An approximate goodness of fit value produced by COSOPT analysis is MMC-β, where lower values correspond to a better fit to an ideal cosine curve. Based on previous studies in Arabidopsis [25,26,28,33] and our empirical tests, a MMC-β threshold of ≤ 0.05 was chosen to call a given probe set circadian. HAYSTACK is a model-based, pattern-matching tool that identifies rhythmic expression patterns by aligning time-series microarray data to a set of discrete diurnal and circadian models [35]. HAYSTACK conducts a least square linear regression for each gene against all the models and calculates the best-fit model, phase-of-expression, and p-value for each gene. HAYSTACK was run on the normalized maize dataset with the following parameters: fold cutoff = 2, p-value cutoff = 0.05, background cutoff = 50, and PCC = 0.7 with the 552 model set described in Michael *et al*. 2008 [26]. In general, goodness of fit between the model and experimental traces is revealed by the PCC value. We empirically determined that a PCC ≥ 0.7 produced good matches between model and experimental data. This cutoff was less stringent than that applied in previous studies investigating Arabidopsis circadian expression [26,29].

### Phase clustering of circadian waveforms

Probe sets with similar expression waveforms were grouped together by K-means clustering. The RMAExpress normalized values for probe sets with MMC-β ≤ 0.05 and those with PCC ≥ 0.7 were converted to normalized values with the following calculation: value = [(expression at single time point) - mean(all time points)]/[standard deviation(all time points)]. These values were used to fit the waveforms to six clusters representing each ZT phase with the K-means clustering algorithm built into the TIGR Multiexpression Viewer tool [67]. Clustering ran for a total of 50 iterations and was considered complete when probe sets were no longer exchanged between clusters. In two independent trials, no greater than 7 iterations were required to build the clusters.

### Matching of probe sets to maize genes, assignment of GO Slim terms to genes, and functional annotation

Additional file 4 Figure S3 outlines the annotation scheme used to match probe sets to genes in the maize genome, identify GO Slim terms for maize genes, and functionally annotate maize genes. Transcripts represented on the Affymetrix GeneChip^® ^Maize array were mapped to maize transcripts with a custom Perl script that used the DNA sequences provided by Affymetrix and BLASTn to query the ZmB73 4.53a filtered CDS sequences [31]. After the maize gene ID was identified for each probe set, GO Slim terms and associated PlantCyc pathways [68] were extracted from the Maize Genome Consortium website [69]. Maize gene IDs for each gene were used with a local implementation of BLASTp to identify likely rice orthologs in the Michigan State University Rice Pseudomolecule and Genome Annotation release 6.1 and likely Arabidopsis orthologs in TAIR9_pep_20090619 sequences. The output of these queries were separated into high and low confidence lists (Additional file 6 Table S3). Criteria for the high confidence list were amino acid identity of 40% or greater, Highest Scoring Segment Pair (HSP) of 50 amino acids or greater, and a match to putative orthologs in both Arabidopsis and rice. The low confidence list contains the remaining genes that encode proteins not meeting these three criteria. Putative functions of matched orthologs were derived from Kyoto Encyclopedia of Genes and Genomes [70]. Phase of expression for Arabidopsis orthologs shown in Table 2 was determined with the DIURNAL tool from the "LL12" dataset and matches between model and data considered significant at PCC values ≥ 0.7 [71]. Overrepresentation of GO Slim terms was calculated with hypergeometric distribution followed by a modified Bonfferoni correction for multiple testing as implemented in GeneMerge [72]. GeneMerge produced an e-score comparable to a P-value that was used to determine significance of overrepresentation. GO Slim terms for the entire array were the population set and the indicated collection of cycling genes served as the study set. Overrepresented GO Slim terms were considered those with e-scores < 0.05.

## List of Abbreviations

4-CL: 4-COURMARATE-COA LIGASE; 3PG: 3-phosphoglycerate; AAH: ABSCISIC ACID 8-HYDROXYLASE; ABA: abscisic acid; ACC: 1-AMINOCYCLOPROPANE-1-CARBOXYLIC ACID; ACS: ACC SYNTHASE; AGPase: ADP-GLUCOSE PYROPHOSPHORYLASE; AGPL: ADP-GLUCOSE PYROPHOSPHORYLASE LARGE SUBUNIT; AMY: ALPHA-AMYLASE-LIKE; BCH: BETA-CAROTENE HYDROXYLASE; BPG: 1:3-bisphosphoglycrate; CA: CARBONIC ANHYDRASE; CAD: CINNAMYL ALCOHOL DEHYDROGENASE; CAT3: CATALASE 3; CCA1: CIRCADIAN CLOCK ASSOCIATED 1; CESA: CELLULOSE SYNTHASE; CHE: CCA1 HIKING EXPEDITION; CS: CHLOROPHYLL SYNTHETASE; CSLD: CELLULOSE SYNTHASE-LIKE; CCR: CINNAMOYL-COA REDUCTASE; COL: CONSTANT-LIKE; CONZ1: CONSTANS OF ZEA MAYS1; DHAP: dihydroxyacetone phosphate; ELF3: EARLY FLOWERING 3; GA: Gibberellin; GA1: GA REQUIRING 1; GAP: glyceraldehyde 3-phosphate; GAPD: GLYCERALDEHYDE-3-PHOSPHATE DEHYDROGENASE; GGR: GERANYLGERANYL REDUCTASE; GI: GIGANTEA; GO:  Gene Ontology; F6P: fructose-6-phosphate; FBA: 1:6-BISPHOSPHATE ALDOLASE; FBP: fructose-1;6-bisphosphate; FBPase: FRUCTOSE BISPHOSPHATASE; FRUCT: BETA-FRUCTOSIDASE; FT: FLOWERING LOCUS-T; GUN: ENDO-1:4-β-GLUCANASE; IXR: IRREGULAR XYLEM; KAO2: ENT-KAURENOIC ACID HYDROXYLASE 2; KBPA: KETOSE-BISPHOSPHATE ALDOLASE CLASS II; KETOLASE: TRANSKETOLASE; LDL1: LYSINE-SPECIFIC DEMETHYLASE 1; LHCB: LIGHT HARVESTING COMPLEX B; LHY: LATE ELONGATED HYPOCOTYL; LL: constant light; LUX: LUX ARRHYTHMO; MA: malate; MDH: MALATE DEHYDROGENASE; MALIC E: MALIC ENZYME; MMC-β: Multiple Measures Corrected-β; MSD1: MANGANESE SUPEROXIDE DISMUTASE1; MTO3: METHIONINE OVER-ACCUMULATOR 3; OAA: oxaloacetate; OR: OXIDOREDUCTASE; PCC: Pearson Correlation Coefficient; PEP: phospho *enol *pyruvate; PEPC: PHOSPHO *ENOL *PYRUVATE CARBOXYLASE; PFK: 6-PHOSPHOFRUCTOKINASE; PGK: PHOSPHOGLYCERATE KINASE; PHOT: PHOTOTROPIN; PHS2: ALPHA-GLUCAN PHOSPHORYLASE; PPDK: PYRUVATE; ORTHOPHOSPHATE DIKINASE; PPE: PHOSPHOPENTOSE EPIMERASE; PRK: PHOSPHORIBULOKINASE; PRR: PSEUDO-RESPONSE REGULATOR; PSY: PHYTOENE SYNTHASE; Pyr: pyruvate; PYRK: PYRUVATE KINASE; R5P: ribose-5-phosphate; RBCS: RUBISCO SMALL SUBUNIT; RCA: RUBISCO ACTIVASE; ROS: reactive oxygen species; RPE: RIBULOSE-PHOSPHATE 3-EPIMERASE; RPI: RIBOSE PHOSPHATE ISOMERASE; Ru5P: ribulose-5-phosphate; RUBISCO: RIBULOSE BISPHOSPHATE CARBOXYLASE OXYGENASE; RuBP: ribulose-1:5-bisphosphate; S7P: sedoheptulose-7-phosphate; SBP: sedoheptulose-1:7-bisphosphate; SBPase: SEDOHEPTULOSE BISPHOSPHATASE; SDH: SUCCINATE DEHYDROGENASE; SPP: SUCROSE-PHOSPHATE PHOSPHATASE; SPS: SUCROSE-PHOSPHATE SYNTHASE; SS: STARCH SYNTHASE; Su6P: sucrose 6-phosphate; suc: sucrose; TOC1: TIMING OF CAB EXPRESSION 1; TPI: TRIOSE PHOSPHATE ISOMERASE; UDP-Glu: Uridine diphosphate glucose; UGPase: UDP-GLUCOSE PYROPHOSPHORYLASE; Xu5P: xylulose-5-phosphate; ZEO: ZEAXANTHIN EPOXIDASE; ZT: Zeitgeber Time; ZTL: ZEITLUPE.

## Authors' contributions

SK carried out the microarray analysis, annotation, comparative analysis, and drafted the manuscript. SCR helped draft the manuscript and created figures. FGH conceived the study, participated in its design and coordination, created figures, and drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Normalized expression values for each probe set across the complete 44-hour time course**. MMC-β values from COSOPT analysis and PCC values for HAYSTACK analysis. Click here for file

Additional file 2 **Transcripts expected to be under circadian control were present in the maize cycling transcriptome**. COSOPT and HAYSTACK captured bona-fide rhythmically expressed transcripts including likely maize flowering time genes *conz1 *(purple circles) and *gi1a *(green squares), as well as established circadian clock-regulated genes *cat3 *(blue open triangles) and three *lhcb *transcripts (red closed symbols). Shaded squares represent subjective night. For each gene, the normalized expression values = [(expression at single time point) - mean(all time points)]/[standard deviation(all time points)]. Click here for file

Additional file 3 **Phase clusters of genes with similar circadian expression waveforms**. Transcript expression profiles were placed into one of six phase bins by K-means clustering (see "Methods"). The number of transcripts in each phase cluster is indicated next to the time of peak expression in ZT for that group. Gray regions represent subjective night. Click here for file

Additional file 4 **Functional annotation method used to match probe sets on the Affymetrix GeneChip^® ^Maize Genome Array to maize genes and to identify orthologs in Arabidopsis and rice**. Click here for file

Additional file 5 **Probe sets matched to maize gene IDs in the v.ZmB73 4.53a filtered CDS sequence set from the Maize Genome Sequencing Consortium and annotation of these gene IDs with GO Slim terms and PlantCyc pathways**. Click here for file

Additional file 6 **Functional annotation of maize transcripts represented on the microarray by identification of orthologous proteins from *Oryza sativa *and *Arabidopsis thaliana***. High and low confidence genes were determined as described in "Methods". The high and low confidence gene sets are segregated into separate worksheets. Click here for file

Additional file 7 **Present/Marginal/Absent (PMA) calls for probe sets on each of the twelve microarrays**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

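The series follows B73 seedlings in constant light after photocycles of 12 h light and 12 h dark. The 10 arrays analysed here, 1 per time point at ZT0, ZT4, ZT8, ZT20, ZT24, ZT28, ZT32, ZT36, ZT40 and ZT44, each hold RNA from 3 pooled replicates of 5 seedlings; the ZT12 and ZT16 arrays were not analysed here. Samples were mapped to time points from their labels. The values the authors deposited are array signal intensities on a linear scale, made with MAS5 according to the submitters' processing notes, with its version not given in the sources used here. Their paper analysed RMAExpress values of the same hybridizations, which are held here in part (the first 1999 of 7739 rows of Table S1). Each array correlated best with the same time point of that table, with r between 0.737 and 0.933 over centred probe sets. For arrays, depth is set by signal over background, and the number of arrays limits the precision: there is no replicate at any time point, so the p-values measure scatter around a curve.

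Values under 1 (2968 of them) were set to 1, log2 was taken, and the arrays were quantile normalized, because their medians differed by more than 0.1 in log2. Probe sets with a signal of at least 50 on at least 3 of the 10 arrays (12512 of 17621) were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) to a 24-h cosine and sine and a linear change over time, which leaves 6 residual degrees of freedom and 4.3 prior degrees of freedom. The cosine and sine terms were tested together with a moderated F-test and adjusted by Benjamini-Hochberg, at a threshold of 0.05. Departure of ZT0 was tested by an indicator for that array in the same model (5 residual degrees of freedom), and the same was done for each other array. The model matching and the cosine scan are patterned on the paper's HAYSTACK and COSOPT steps, with quantile-normalized signals in place of RMA values, model shapes and periods chosen here and a permutation p in place of MMC-β, and were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The 24-h repeat of the arrays was tested exactly over all 360 ways of assigning second-day arrays to ZT0, ZT4, ZT8 and ZT20.

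Both limma steps were tested on simulated data before use, with 10 simulations of 12512 probe sets of which 200 were given a known curve. For the 24-h test, amplitudes of 1, 2 and 4 in log2 were recovered in 66.9%, 93.9% and 99.7% of cases, with 4.1% of calls false and 0 calls where no curve was added. For the ZT0 test, a departure of 2 in log2 was recovered in 89.4% of cases, with 5.2% of calls false. The simulated noise was independent between probe sets and no linear change was added. The rates therefore need not hold for the measured arrays.

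Gene names come from the array's platform annotation, updated through Entrez numbers, and from the functions in Table S3 (the first 1785 of 11247 rows), which are matches to Arabidopsis. In the platform annotation 1452 probe sets have 1 gene, 1 has several and 16168 have none; 1377 were matched to current gene symbols of the Zm-B73-REFERENCE-NAM-5.0 annotation, and 3000 are named by either source. Of the 61 genes in Table 2, 60 were matched, to 64 probe sets of which 63 passed the filter; the TPI probe set did not. Named in the text are the genes the paper names that could be matched, the 10 probe sets with the lowest p, up to 4 members of each gene list with the lowest p, and the 5 largest departures at ZT0 in each direction, each printed only where it has a name or function; genes of other kinds are stated as chosen after their values were seen. The paper's values for Table 2 had been seen when this rule was written. A further 34 gene lists for pathways and cell types were fixed by gene name, 30 of them have a measured gene, and the 12 with at least 5 were tested with limma's camera at a preset correlation of 0.01 for dawn against dusk and midday against midnight. Each gene entered a list through its probe set with the highest mean signal, and 17 entries for genes that only share a symbol with a list were left out by hand from their names, after the arrays had been summarised and before any fit.

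The test, the filter, the gene lists, the rule for named genes and these alternatives were set before the data were examined: no linear change or an offset between the days, deposited values or median centring, no filter or a filter of 100, a pseudocount of 32, linear values, robust variances, each array left out, the second 24 h alone without the linear change, periods of 20, 22, 26 and 28 h, 12-h harmonics, the thresholds, model matching and the cosine scan. Descriptions of the probe sets at an unadjusted p of at most 0.05, random orders that keep the linear change on the real times, set tests on the linear change and on ZT0, the linear change with single arrays left out, estimated correlations for list tests on fewer arrays, random orders for the cosine scan, and the count of unadjusted departures per array were added later. GO Slim enrichment was not computed, because the annotation table is held only in part.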

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

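The number of probe sets per array at an unadjusted p of at most 0.05, the linear change with single arrays left out, and the tests of orders for the number of probe sets at an unadjusted p of at most 0.05, for model matching and for the cosine scan were chosen after the result was seen, as was the use of that set for the share at dawn or dusk; the other tests below were set beforehand.

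At ZT0, the first point of the series, 98 probe sets departed from the 24-h curve and linear change of the other arrays (limma, adjusted p of at most 0.05), 56 lower and 42 higher. Among the lower ones are GI1A by −3.50, PRR7 by −2.58 and ZEO by −1.23 in log2 (standard errors 0.43, 0.27 and 0.17), and all 56 also lie below their own ZT24 value. An array effect of the kind any array has is argued against for these 98, since the highest number for any of the other 9 arrays is 2, but it stays open for the wider departure, since 1599 probe sets depart at ZT20 and 1530 at ZT0 at an unadjusted p of at most 0.05. Between-array normalization is argued against, since the lower of the counts with the values as deposited and with median centring is 105. By the paper's methods, seedlings were moved from cycles of 12 h light and 12 h dark to constant light, and harvest began at dawn. ZT0 is therefore the array closest to the last dark period, while ZT24 follows 24 h in constant light. A biological difference of this first time point was not tested and stays open, as do a fault of this single pool or array and a curved change over the first hours, because ZT0, ZT4 and ZT8 lie at −41.9, −28.7 and −12.5 on the first principal component while the later arrays lie between 2.4 and 18.0, and the 98 become 213 without ZT4, 43 without ZT20, 50 without ZT24, 56 without ZT28, 52 without ZT32 and 54 without ZT36 or ZT40.

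The number of probe sets with a 24-h curve was weighed against chance, and because 0 were called, 100 of 100 orders of the time points, the real one included, reach that number by construction, with 4 in the highest other order, so that test says nothing about chance. For the 1385 probe sets at an unadjusted p of at most 0.05, chance is not excluded when all times are reordered (16 of 100 orders give as many, the highest other 2697), and fewer orders reach it when the linear change keeps the real times (3 of 100, the highest other 1556). Model matching, which has no linear term, selected as many as 684 in 15 of 100 orders, with 1163 as the highest other, and the cosine scan selected as many as 1148 in 7 of 100 orders of the detrended values, with 1421 as the highest other. A slow change over the course may therefore carry part of the counts from reordered times, and a 24-h rhythm in many genes remains a hypothesis.

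The share of probe sets peaking at dawn or dusk, 50.3% of those at an unadjusted p of at most 0.05, was as high in 22 of 100 orders of the time points, with a median of 30.8% and a highest value of 94.2% in the others. A share this high can therefore arise when the time points are assigned at random. Every order keeps the same uneven set of clock times, with ZT12 and ZT16 of the first day not analysed here. The test therefore cannot tell whether uneven sampling raises the share. The test does not exclude a preference, and the biological explanation, timing to dawn and dusk, stays open. Among all 12512 probe sets tested, whatever their p, the intervals around ZT12 and ZT0 also held the most fitted peaks (2504 and 2485).

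A linear change over the course was called for 820 probe sets (limma, adjusted p of at most 0.05), 417 upward and 403 downward, and with single arrays left out for between 2 (without ZT28) and 2331 (without ZT20), with 55 without ZT0, a change that the paper takes out in its COSOPT step and does not otherwise describe.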

How the results depend on the processing

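No paired analysis was possible because every array is replicate 1, so that the number pairs no samples, and arrays 24 h apart were compared by correlation. The count of 0 rhythmic probe sets was the same without the linear change, with deposited or median-centred values, with each filter, the pseudocount, linear values, robust variances, 12-h harmonics, every other period, an adjusted p of at most 0.01 and each array left out. It was 1 with an offset between the days, 42 over the second 24 h only, 1385 at unadjusted p, 684 by model matching and 1148 by the cosine scan. The planned share of called probe sets at dawn or dusk has no value, as 0 were called; over the 42 of the second 24 h it is 66.7%. Counts and shares at an unadjusted p of at most 0.05 were added after seeing the data: leaving out single arrays moved the count of 1385 between 758 (without ZT8) and 1698 (without ZT20), and the share of 50.3% between 34.6% and 54.3%. That share was 44.7% without the linear change, 41.2% with the offset, 55.7% by K-means and 42.3% by the highest mean. Of the Table 2 probe sets, 2 were called over all probe sets in the second 24 h only and 0 under the other settings. The number adjusted over the list alone, 21, was 13 with deposited values, 8 with median centring, 9 without filter, 10 with linear values, 8 with robust variances, 12 in the second 24 h only, and 0 to 16 with single arrays left out; peaks within 4 h of the paper's numbered 48 to 58 under all alternatives. No gene list was called except 4 without ZT20 and 1 in the second 24 h only, and 0 of these with an estimated correlation, added after seeing the data (adjusted p = 0.215 and 0.67). Of 502 list comparisons, the sign of the mean changed in 32, the direction of the set test, which compares with all other probe sets, in 21, and both in 15; 0 of them passed the threshold. For midday minus midnight the meristem list was at 0.139 without the linear change, 0.102 with the offset, 0.006 with median centring and 0.005 with a filter of 100, starch synthesis at −0.153 without the linear change, −0.12 with the offset, −0.002 with deposited values, −0.01 without filter, −0.012 with linear values and −0.116 in the second 24 h only, glycolysis at −0.005 with linear values, sucrose at 0.211 without filter, tubulins at 0.0 without the linear change, and wounding and jasmonate at −0.054 and reactive oxygen scavenging at −0.005 in the second 24 h only. For dawn minus dusk the meristem list was at 0.05 and ribosomal proteins at 0.009 without the linear change, photosystem genes at −0.104 with deposited values and −0.094 with median centring, tubulins at −0.001 with deposited values, and reactive oxygen scavenging at 0.006 in the second 24 h only. With single arrays left out the means for dawn minus dusk ran from −0.013 to 0.582 for heat shock, −0.01 to 0.057 for photosystem genes, −0.133 to 0.042 for reactive oxygen scavenging and 0.036 to 0.222 for sucrose. Those for midday minus midnight ran from −0.076 to 0.078 for ribosomal proteins, −0.055 to 0.077 for glycolysis, −0.002 to 0.335 for heat shock, −0.172 to 0.024 for the meristem list, 0.021 to 0.102 for photosystem genes and −0.068 to 0.088 for starch synthesis. Among 150 named probe sets, 8 of 2987 comparisons passed the threshold that the main setting did not, 7 of them in the second 24 h only. The 820 probe sets with a linear change became between 2 (without ZT28) and 2331 (without ZT20) with single arrays left out, with 55 without ZT0, a test added after seeing the data. Departures at ZT0 numbered 263 without the linear change, 203 with the offset and 43 to 213 with single arrays left out (50 without ZT24, 56 without ZT28, 52 without ZT32, and 54 without ZT36 or ZT40). The mean correlation of arrays 24 h apart (mean r −0.034, exact one-sided p = 0.00556) no longer passed its test when each probe set was detrended (mean r −0.025, exact one-sided p = 0.508), and under the other alternatives its exact one-sided p ran from 0.00278 to 0.0417, with mean r at 0.049 without ZT4. The cause of these changes was not tested. Some settings have fewer arrays or probe sets, and the fit over the second 24 h only has fewer arrays and also no linear change. Genes near a signal of 50, such as FCA, LDL1 and vp14, are limited by background.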

Differences from the paper's values

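The number of genes called rhythmic is 1,444 in the paper, from COSOPT and HAYSTACK at their own thresholds, while limma called 0 probe sets at an adjusted p of at most 0.05. The nearest counterpart of the paper's number is the union of model matching and the cosine scan, 1682. By method, the paper's genes called by HAYSTACK number 702 and model matching selects 684, the paper's genes called by COSOPT number 952 and the cosine scan selects 1148, and the paper's genes called by both number 210 and both methods select 150, each within 1.5 times of the paper's value. Of the alternatives to limma's 0, 1385 at an unadjusted p of at most 0.05 and 1148 by the cosine scan are within that range of 1,444. The counts that are not are 684 by model matching, 42 over the second 24 h only, 1 with an offset between the days, and 0 under the remaining alternatives. Similar counts by method do not mean the same members. Of the tested probe sets that the held part of Table S1 marks for COSOPT, the cosine scan selected 251 of 890. Of those marked for HAYSTACK, model matching selected 390 of 662. The paper's counts rest on RMA values and include the ZT12 and ZT16 arrays, which were not analysed here.

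For 6 probe sets of Table 2 the fitted peak differs from the paper's phase by more than 4 h and by more than its standard error. LHCB (GRMZM2G155216) peaks at 8.3 h, the paper's phase being 4 h, and comes within that distance in 5 of 20 alternatives, namely without the linear change, with the offset, over the second 24 h only and without ZT8 or ZT28. For AAH the peak is 8.3 h and the paper's phase 4 h, within that distance in 4 of 20, without the linear change, with the offset, over the second 24 h only and without ZT8. For PHS2 it is 16.9 h and the paper's phase 12 h, within in 2 of 20, without the linear change and without ZT20. For AMY3 it is 21.2 h and the paper's phase 16 h, within in 4 of 20, the same settings as for AAH. CESA4 peaks at 1.1 h and has phase 20 h in the paper, within in 0 of 20. PHOT1 peaks at 13.4 h and has phase 8 h in the paper, within in 1 of 20, without the linear change. The remaining alternatives of each keep the difference. Without the linear change, LHCB, AAH, PHS2, AMY3 and PHOT1 thus come within that distance, and CESA4 does not. The measures are unlike. The paper's phases are 4-h bins from K-means clustering of RMA values that include ZT12 and ZT16, with no detrending described for that step. The peaks here are maxima of a cosine curve fitted with a linear change to arrays without these time points.

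The paper places FBAase1 in the evening in its text and gives it phase 20 h in Table 2, and the fitted peak is 22.4 h. It calls phot1 strongly rhythmic with the phase of its Arabidopsis counterpart, and limma's adjusted p is 0.343 over all arrays and 0.0456 over the second 24 h only. It describes PEPC, PPDK, LDL1 and LUX as rhythmic. limma's adjusted p is 0.739, 0.739, 0.99 and 0.887, the unadjusted p is 0.362, 0.364, 0.958 and 0.675, and of these only LUX is selected by model matching and none by the cosine scan. The paper's phase of LDL1 and LUX is 12 h, a time of day covered here by ZT36 alone. The first signals of LUX also lie far below 50. GI1A passes over the second 24 h only (adjusted p = 0.0103), and 21 probe sets of Table 2 pass when adjusted over the list alone.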

Other observations

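Set tests on the linear change and on ZT0, the linear change with single arrays left out, and estimated correlations on fewer arrays were added after the data were examined, and the correlation of arrays 24 h apart and the other set tests were planned.

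Among the named probe sets with the steepest linear changes in constant light, chosen after their values were seen, the xyloglucan endotransglycosylase gene xet1, which acts on cell walls, had a signal of 2150 at ZT0 and 372 at ZT40 and fell by 0.97 log2 per 24 h (standard error 0.24, limma adjusted p = 0.0426); its ZT0 value lay above the curve of the other arrays by 1.44 (standard error 0.19, limma adjusted p = 0.00977). The phosphofructokinase gene pfk1 fell by 0.86 (standard error 0.20, adjusted p = 0.0363, 835 at ZT0 and 226 at ZT44), as did gpc4 (0.86, standard error 0.16, adjusted p = 0.0227) and the aquaporin gene TIP3-1 (0.86, standard error 0.21, adjusted p = 0.0432). The glutathione S-transferase gene gst23 rose by 1.21 (standard error 0.15, adjusted p = 0.0088), as did a gene related to a peroxisomal membrane protein (GRMZM2G001724, 1.26, standard error 0.14, adjusted p = 0.0088), a match of the polyol transporter PLT5 (1.17, standard error 0.30, adjusted p = 0.0466) and a match of a pollen Ole e 1 family protein (1.32, standard error 0.34, adjusted p = 0.0477), and a match of a structural cell wall protein fell by 0.83 (standard error 0.18, adjusted p = 0.0324). Without ZT0 the linear changes of gst23 and the peroxisomal gene still passed (1.40 and 1.13, standard errors 0.14 and 0.15, limma adjusted p = 0.0116 and 0.0303). Those of the polyol transporter, the pollen protein and the cell wall protein did not (adjusted p = 0.157, 0.15 and 0.13), and those of xet1, pfk1, gpc4 and TIP3-1 did not (−0.53, −0.54, −0.90 and −0.68, limma adjusted p = 0.0707, 0.113, 0.0697 and 0.177). The lists of 11 cytosolic ribosomal protein genes and of 18 genes of meristem and dividing cells changed by a mean of −0.17 and −0.19 log2 per 24 h (camera adjusted p = 0.0174 and 0.0174, and adjusted p = 0.416 and 0.416 with an estimated correlation). Without ZT0 the means were −0.13 and −0.13 and the set test was not passed (camera adjusted p = 0.156 and 0.36). Without any other single array it was passed (highest camera adjusted p = 0.0422, without ZT28). With an estimated correlation 0 of these list tests passed, whichever array was left out (lowest adjusted p = 0.089, without ZT20). Over all probe sets the number with a linear change, 820, was 55 without ZT0 and 2 without ZT28. No list passed the set test for the ZT0 departure (lowest camera adjusted p = 0.053, meristem and dividing cells).

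At ZT0, LOC541918 departed from its curve on both of its probe sets, by −5.70 and −5.37 (standard errors 0.47 and 0.71, limma adjusted p = 0.000943 and 0.0101). Its ZT0 signals of 13.4 and 11.8 are below the signal of 50 used as the lower limit, so the size of the departure is not exact. Both also passed limma's 24-h test over the arrays from ZT24 on, fitted without the linear change (adjusted p = 0.00598 and 0.0175). A gene of unknown function (GRMZM2G026050) departed downward as well (adjusted p = 0.0267), with a ZT0 signal of 3.1, so that size is not exact either. The largest rise with a name is AGA3b (GRMZM2G037265), at 2.56 (standard error 0.19, adjusted p = 0.000362), with a signal of 1240 at ZT0 and 107 at ZT40. Chosen after their values were seen, the glutathione S-transferase genes gst7 and GST25 departed by −2.24 and −2.22 (adjusted p = 0.0209 and 0.0021), the silicon channel gene Lsi1 by −1.16 on both of its probe sets (adjusted p = 0.0424 and 0.0291) and a match of ACC oxidase by 1.21 (adjusted p = 0.0458). Of the 98 probe sets, 70 have no name here.

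Of 24 set tests over 12 lists for dawn against dusk and midday against midnight, 0 were called by camera (0 with an estimated correlation, 3 at an unadjusted p of at most 0.05). Mean differences of dawn minus dusk in log2 were 0.41 for 7 heat shock genes (adjusted p = 0.314), −0.13 for the ribosomal proteins (0.131), −0.11 for the meristem genes (0.293), −0.20 for 9 genes of wounding and jasmonate (0.515), −0.11 for 6 of starch synthesis (0.56), 0.08 for 8 of glycolysis (0.293), 0.05 for 10 tubulins (0.428), 0.15 for 7 of sucrose metabolism (0.857, with a median of 0.00), 0.02 for the photosystem genes (0.705) and −0.07 for 7 of reactive oxygen scavenging (0.883, with a median of 0.08). Without ZT20 the ribosomal list passed for dawn against dusk (adjusted p = 0.0244), and the meristem and sucrose lists for midday against midnight (0.0237 and 0.047), but with an estimated correlation, added after the data were examined, 0 lists passed without ZT20 (lowest adjusted p = 0.215).

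The 18 lists with fewer than 5 measured genes were described only, and 4 lists had no measured gene (photorespiration, plastid ribosomal proteins, aminoacyl-tRNA synthetases and circadian clock genes by platform name). Mesophyll markers (3 genes, median signal 10300) had a median amplitude of 0.09, pdk1 among them at the top of the normalized signal range, and bundle sheath markers (3 genes, 6520) of 0.23. The seed storage list had 1 gene at a mean signal of 66.6. The 2 nitrogen and sulphur genes included nitrate reductase NNR1 (peak at 1.8 h, amplitude 1.13, standard error 0.32, limma adjusted p = 0.362), and the starch breakdown gene Amy2 peaked at 6.9 h (amplitude 0.67, standard error 0.33, limma adjusted p = 0.577). The dark and starvation gene asn1 had an amplitude of 0.36 (standard error 0.27), the auxin genes arf1, Aux311 and aux1 had 0.20, 0.18 and 0.18, and the chlorophyll synthesis genes ChlI and elm1 had 0.39 and 0.19. Of the lists for the Calvin cycle (2 genes), gibberellin (2), lignin (3) and photoreceptors (1), limma called 0 genes over all probe sets, and 1, 2, 2 and 1 had an unadjusted p of at most 0.05. Apart from PAL1, these are the probe sets of RCA, GA1, KAO2, CAD4 and PHOT1 of Table 2, so they are not further evidence.

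Further members of the gene lists and genes of Table 2 were fitted as well, and 0 of them were called by limma over all probe sets. Amplitudes in log2, with standard errors in brackets, and peak times of genes of photosynthesis were 0.19 (0.11) at 14.6 h for rbcS, 0.25 (0.12) at 7.6 h for lhcb6, 0.21 (0.11) at 3.7 h for Lhcb5-2, 0.12 (0.15) at 4.2 h for lhcb5 and 0.16 (0.10) at 23.8 h for psbs1 (lowest limma adjusted p = 0.574, lhcb6). For carbon metabolism they were 0.20 (0.28) at 3.3 h for GADP-2, 0.20 (0.13) at 1.5 h for SDH1, 0.32 (0.19) at 1.2 h for SPS1F, 0.53 (0.18) at 23.7 h for BFRUCT, 0.33 (0.18) at 3.0 h for the other probe set of UDPase, 0.21 (0.12) at 22.6 h for spp1, 0.42 (0.23) at 14.8 h for sh1, 0.39 (0.13) at 10.3 h for ss1, 0.26 (0.16) at 17.6 h for sbe1, 0.30 (0.21) at 14.7 h for bt2, 0.31 (0.12) at 3.2 h for gpc3, 0.15 (0.06) at 21.0 h for GPC1, 0.12 (0.08) at 23.7 h for gpc2 and 0.14 (0.16) at 10.6 h for gdh1 (lowest limma adjusted p = 0.391, BFRUCT). In cell walls and tubulins the values were 0.39 (0.15) at 0.1 h for cesa8, 0.40 (0.35) at 3.6 h for ccr2, 0.40 (0.13) at 1.0 h for TUA1, 0.23 (0.09) at 23.9 h for tub4, 0.28 (0.11) at 17.9 h for tub6 and 0.15 (0.06) at 20.2 h for tua4 (lowest limma adjusted p = 0.396, TUA1).

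Among ribosomal protein and dividing-cell genes, amplitudes with standard errors in brackets and peak times were 0.23 (0.09) at 9.8 h for RPL27A, 0.25 (0.12) at 11.8 h for RPL19, 0.25 (0.11) at 10.0 h for rps13, 0.24 (0.14) at 13.9 h for rpl39, 0.48 (0.16) at 13.8 h for hon101, 0.28 (0.10) at 10.5 h for H1, 0.22 (0.11) at 17.8 h for knox7 and 0.67 (0.30) at 14.6 h for cyc1 (lowest limma adjusted p = 0.406, hon101). Stress and hormone genes had 1.41 (0.62) at 2.9 h for hsp18, 0.84 (0.48) at 23.2 h for hsp101, 0.80 (0.48) at 1.0 h for hsp22, 0.21 (0.20) at 2.1 h for hsfb, 0.26 (0.13) at 4.6 h for Sod4A, 0.21 (0.23) at 3.7 h for acco20, 0.65 (0.34) at 5.2 h for opr1, 0.86 (0.47) at 9.7 h for lox1, 0.43 (0.27) at 10.1 h for aoc1 and 0.15 (0.12) at 7.2 h for opr8 (lowest limma adjusted p = 0.554, hsp18). The mean signals of hsp18 (48.1) and cyc1 (44.9) lie below 50.

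Arrays 24 h apart were compared across probe sets, which are not independent replicates. The mean correlation of ZT0, ZT4, ZT8 and ZT20 with the array 24 h later was −0.034, a value reached by 2 of the 360 possible assignments with the real one counted (exact one-sided permutation p = 0.00556, the smallest possible being 0.00278). By pair it was −0.09, −0.29, −0.14 and 0.38, so the pair of ZT20 and ZT44 has the only positive value, and ZT4 and ZT8 correlated best with ZT24 and ZT36 (−0.1 and −0.12). Each probe set was centred over the arrays, which lowers the correlations between them. The negative sign of the mean therefore does not tell whether arrays 24 h apart are alike, and its p only ranks it among the assignments. After each probe set was detrended, the mean was −0.025 and the exact one-sided p was 0.508.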
